# The Rat microRNA body atlas; Evaluation of the microRNA content of rat organs through deep sequencing and characterization of pancreas enriched miRNAs as biomarkers of pancreatic toxicity in the rat and dog

**DOI:** 10.1186/s12864-016-2956-z

**Published:** 2016-08-30

**Authors:** Aaron Smith, John Calley, Sachin Mathur, Hui-Rong Qian, Han Wu, Mark Farmen, Florian Caiment, Pierre R. Bushel, Jianying Li, Craig Fisher, Patrick Kirby, Erik Koenig, David G. Hall, David E Watson

**Keywords:** microRNA, Biomarkers, Deep sequencing, Tissue specific, Tissue enriched, Pancreatic toxicity

## Abstract

**Background:**

MicroRNAs (miRNA) are ~19–25 nucleotide long RNA molecules that fine tune gene expression through the inhibition of translation or degradation of the mRNA through incorporation into the RNA induced silencing complex (RISC). MicroRNAs are stable in the serum and plasma, are detectable in a wide variety of body fluids, are conserved across veterinary species and humans and are expressed in a tissue specific manner. They can be detected at low concentrations in circulation in animals and humans, generating interest in the utilization of miRNAs as serum and/or plasma based biomarkers of tissue injury. MicroRNA tissue profiling in rodents has been published, but sample an insufficient number of organs of toxicologic interest using microarray or qPCR technologies for miRNA detection. Here we impart an improved rat microRNA body atlas consisting of 21 and 23 tissues of toxicologic interest from male and female Sprague Dawley rats respectively, using Illumina miRNA sequencing. Several of the authors created a dog miRNA body atlas and we collaborated to test miRNAs conserved in rat and dog pancreas in caerulein toxicity studies utilizing both species.

**Results:**

A rich data set is presented that more robustly defines the tissue specificity and enrichment profiles of previously published and undiscovered rat miRNAs. We generated 1,927 sequences that mapped to mature miRNAs in rat, mouse and human from miRBase and discovered an additional 1,162 rat miRNAs as compared to the current number of rat miRNAs in miRBase version 21. Tissue specific and enriched miRNAs were identified and a subset of these miRNAs were validated by qPCR for tissue specificity or enrichment. As an example of the power of this approach, we have conducted rat and dog pancreas toxicity studies and examined the levels of some tissue specific and enriched miRNAs conserved between rat and dog in the serum of each species. The studies demonstrate that conserved tissue specific/enriched miRs-216a-5p, 375-3p, 148a-3p, 216b-5p and 141-3p are candidate biomarkers of pancreatic injury in the rat and dog.

**Conclusions:**

A microRNA body atlas for rat and dog was useful in identifying new candidate miRNA biomarkers of organ toxicity in 2 toxicologically relevant species.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2956-z) contains supplementary material, which is available to authorized users.

## Background

The drug discovery process is a long and expensive endeavor with many experimental molecules failing in late stage in vivo toxicology studies. The high attrition rate of drugs in late stage clinical trials lead to the call for investigation of the utilization of species translatable biomarkers to select safer compounds early in the drug development process [1]. In order to better understand toxicities in preclinical and clinical settings and to speed the development of new therapies, body fluid based biomarkers of organ damage have been sought to both identify and monitor toxicities. Serum or plasma based biomarkers capable of monitoring tissues affected by drug toxicity could allow for the detection of tissue injury from simple blood draws, thus permitting larger numbers of compounds to be tested more rapidly in studies that are less expensive and use fewer animals compared to traditional means of toxicity evaluation. The properties of an ideal biomarker include tissue specificity, a strong correlation to organ dysfunction or toxicity, a strong association to histopathologic changes, robust sensitivity, predictability, accessibility through a noninvasive method, readily-available rapid and inexpensive assays for quantitative measurement and direct translatability across preclinical species and human.

Serum based biomarkers of organ dysfunction have been useful in preclinical and clinical settings. Serum AST (aspartate aminotransferase) and ALT (alanine aminotransferase) were discovered in 1957 [2] and have been used in combination with total bilirubin, gamma-glutamyl transferase (GGT), alkaline phosphatase (ALP), albumin and bile acids as markers of liver injury to de-risk compounds in preclinical drug development [3, 4] as well as being utilized for monitoring liver toxicity in clinical drug development [5]. Additional markers of hepatotoxicity are currently under investigation [6]. Cardiac troponin I is a sensitive and specific serum based biomarker of cardiac injury in humans and mice and has been employed to mitigate cardiac toxicity in mouse toxicology studies with novel kinase inhibitors [7]. Urine based biomarkers for evaluation of renal toxicity include BUN (blood urea nitrogen), creatinine, urinary albumin, KIM-1 (kidney injury molecule-1), NGAL (neutrophil gelatinase associated lipocalin) and cystatin C [8]. Amylase and lipase have been used as markers for pancreatitis, but their diagnostic capability is limited by sensitivity and specificity [9]. These preclinical and clinical biomarkers are carefully reviewed in Dieterle, 2009 [8]. Despite the success with protein based biomarkers to date, gaps in our ability to detect toxicities in a number of organs prevent the widespread utilization of biomarkers in toxicology studies. Current gaps in the minimally-invasive biomarker portfolio include gastrointestinal injury, CNS (central nervous system) injury, reproductive toxicity and specific markers of glomerular and liver injury. Clinical chemistry parameters offer important information regarding the health of a given organ but can be limited by lack of specificity and sensitivity as in the cases of ALT and AST for liver injury and amylase and lipase for injury in the exocrine pancreas [8]. While protein based biomarkers provide useful information, they can be limited in their translation across species and to the clinical setting due to species differences in the biomarkers and the need for species specific immunoassay reagents.

Traditional pre-clinical methods for assessing the potential toxicity of a compound include clinical chemistry, histopathology, hematology, physiological measurements and clinical observations, but the concordance rate to human toxicity was reported by Olsen et al. to be 71 % leaving room for significant improvement in preclinical toxicology studies [10]. Unfortunately, the concordance of clinical chemistry or other biomarkers was not directly compared to establish concordance between preclinical and clinical studies; Several groups advised more use of biomarkers in preclinical and clinical studies [10]. In a subsequent study, adverse drug reactions in each target organ from compounds approved in Japan from 2001–2010 were found to be 48 % concordant between preclinical toxicology studies and humans while changes in laboratory parameters displayed a 30-70 % correlation [11]. It is evident that additional endpoints indicative of organ toxicities that are translatable and/or predictive from preclinical species to human are necessary to improve the safety of compounds in preclinical drug development and clinical trials. With the end goal of identifying tissue specific, species translatable blood based biomarkers of tissue injury, we set out to characterize the rat microRNA expression profile in various organs and create a rat microRNA body atlas to identify specific and enriched miRNAs in individual tissues.

MicroRNAs are 21–25 nucleotide long RNA molecules whose cellular function appears to be to inhibit translation or cause degradation of their mRNA target or targets [12]. Some miRNAs are expressed in high abundance in a tissue specific manner, are resistant to degradation in the serum, are well conserved in preclinical species including mouse, rat, macaque and human, and are detectable in a wide variety of biologic fluids [13–21]. In addition, sensitive, specific and readily available qPCR based assays exist to measure miRNAs making them attractive candidates for serum based biomarkers for organ injury. Perhaps the most well characterized miRNA for use as a toxicity biomarker is the liver enriched miR-122-5p. This miRNA was increased in the serum of rats that were given the liver toxicant trichlorobromomethane, but not increased in the serum of rats administered the skeletal muscle toxicants 2,3,5,6 tetramethyl-p-phenylenediamine (TMPD) and an HMG-CoA reductase inhibitor [22]. AST and ALT were increased when animals were given liver or skeletal muscle toxicants, demonstrating that miR-122 was indicative of liver injury only and not muscle injury, thus displaying an advantage in specificity over ALT and AST. Mice treated with acetaminophen displayed increases of miR-122 in the serum 2 h before an increase of AST/ALT [23]. Additionally, miR-122 and liver enriched miR-192 were increased in the serum of patients who had acetaminophen induced hepatotoxicity demonstrating the potential for these miRNAs to be used as both preclinical and clinical biomarkers for liver injury [24]. In a further study miR-122, HMGB1, Cytokeratin 18 and GLDH were able to predict patients who would develop liver failure as a result of acetaminophen overdose even when ALT remained in the normal range [25].

While several miRNA tissue profiling experiments have been reported in mouse, rat and human, these rodent experiments do not encompass the range of tissues relevant to toxicology studies for drug candidates. In addition, published studies relied upon microarray and/or qPCR based technologies which could suffer from a lack of specificity and sensitivity. Microarrays also do not allow for the identification of novel miRNAs due to their dependence on known sequences and may not account for tissue expression of isomiRs, which are miRNAs that have variations from the reference miRNA sequence [26]. QPCR also lacks specificity in cases where 2 miRNAs have a closely aligned sequence. As an example, miR-1 expressed in skeletal muscle and heart and miR-206 expressed specifically in skeletal muscle differ by only 3 bases. Several of the current qPCR based assays for miR-1 also detect synthetic miR-206 (Author observations) indicating that caution must be taken when using this approach.

Next generation sequencing (NGS) is a preferred method for miRNA profiling because it makes direct, unbiased and quantitative measures of known and unknown miRNAs. In order to realize the true potential of miRNAs as biomarkers of organ damage it is critical to comprehensively understand the tissue expression pattern of miRs and isomiRs, and this can be best achieved using NGS. Therefore we have constructed a rat miRNA body atlas using Illumina miRNA sequencing from 5 male and 5 female Sprague Dawley rats and 21 and 23 organs of toxicologic interest from each sex, respectively . In parallel to this effort, several of the authors have constructed a similar canine body atlas from 16 tissues from 5 male Marshall beagle dogs. Publication of both miRNA body atlases will provide an invaluable resource for the characterization of potential biomarkers of organ injury in 2 most commonly used species for preclinical safety assessment.

Here we present the findings of the rat miRNA body atlas in which we have identified 1,162 previously unreported miRNAs in the rat and detailed numerous tissue specific and enriched miRNAs. We have discovered several novel tissue specific miRNAs in each species, some of which are conserved across both rat and dog, and some which are species specific . Comparison of the rat and dog atlases yielded candidate liver and pancreas specific biomarkers. The potential pancreas biomarkers were tested in rat and dog toxicology studies using the pancreatic toxicant caerulein, while the potential liver biomarkers were tested in toxicology studies conducted by Takeda. In these proof-of-concept studies, miRNAs performed as well as or better than traditional markers of pancreatic injury, demonstrated a much larger dynamic range and increased tissue specificity over traditional biomarkers 1.

## Methods

### Necropsy

Five male and five female Sprague Dawley rats 12–13 weeks in age were obtained from Charles Rivers Laboratories and euthanized by CO_2_ asphyxiation. The rats were necropsied and tissues were placed into RNAlater® within 5 min of asphyxiation. Organs (liver, kidney, kidney medulla, kidney cortex, heart, pancreas, adrenal, glandular stomach, non-glandular stomach, duodenum, jejunum, ileum, cerebrum, cerebellum, hippocampus, brainstem, dorsal root ganglion, soleus, biceps femoris, testis, ovaries, uterus and whole blood) were processed in batches according to approximate tissue size as follows and placed into RNAlater® at 4 °C for 24 h and were transferred to-20C the following day. In batch #1, greater than 150 mg of liver, stomach, ileum, jejunum and duodenum were placed into RNAlater® for subsequent total RNA isolation. The following portions of the intestine corresponding to the segment that is routinely collected for histology were collected: the stomach with approximately 5 cm of the duodenum attached, a 10 cm section from the midpoint of the jejunum and the distal 5 cm of ileum. A syringe containing RNAlater® was used to flush the contents from the lumen of the collected segments prior to placing them into the RNAlater® collection tube. In batch #2, ~150 mg of kidney, pancreas, brain, testis, biceps and soleus were placed into RNAlater® for subsequent total RNA isolation. In batch #3, 30-50 mg of adrenal, heart, ovary and uterus were placed into RNAlater® for subsequent total RNA isolation.

### RNA Extraction

Tissues were removed from RNAlater®, frozen in liquid nitrogen and pulverized according to the Covaris tissue pulverization protocol [27]. Tissues were placed in an appropriate volume of Qiazol and homogenized using lysing D matrix tubes (MP Biomedicals, Cat# 6913–100). Qiazol volume was scaled up according to the mass of tissue to be homogenized. Total RNA was next isolated and eluted into 80ul of 95 °C molecular biology grade water. RNA quality was assessed using the Agilent 2100 Bioanalyzer using the RNA pico kit. All RNAs except for pancreas, 3/10 hippocampus samples and 1 uterus sample had RIN (RNA Integrity Number) values of 7 or higher with an average RIN value of 7.88. 

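A RIN value is listed for 205 RNAs, and their mean was 7.89. Of these RNAs, 22 had a value below 7. They were all 10 pancreas RNAs, 3 from the hippocampus, 3 from the kidney cortex, 2 from the whole kidney and 1 each from the uterus, the duodenum, the jejunum and the soleus. No RIN is listed for the dorsal root ganglion RNAs.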

For samples that displayed RIN values lower than 7 the RNA extraction protocol was repeated using additional Qiazol/Tissue homogenate. Most samples achieved RIN values greater than 7 as shown in Fig. 1. Whole blood was placed into RNAlater® for blood and all RNAs were isolated using the miRNEasy kit from Qiagen following the manufacturer’s instructions. Dorsal Root Ganglion RNAs were provided by Takeda Pharmaceuticals. RNAs were quantitated using a nanodrop and, if necessary, were concentrated by speed vac to obtain an appropriate concentration for library preparation prior to sequencing.

**Fig. 1:**
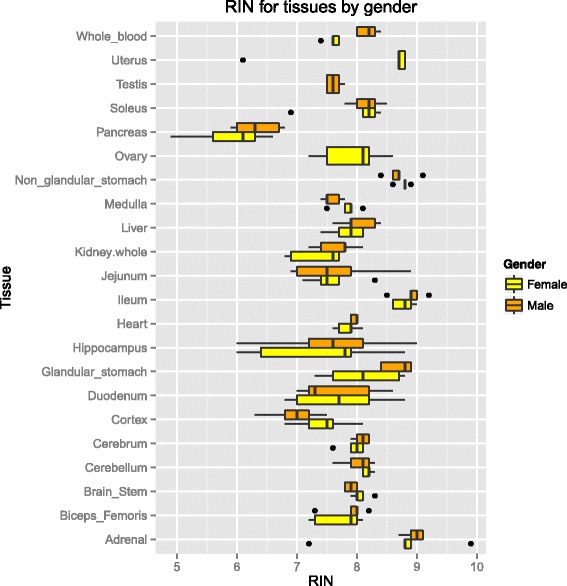
The tissues used for construction of the rat miRNA body atlas and boxplots of the RIN values associated with the tissues from 5 male and 5 female Sprague Dawley rats are illustrated above. RNAs were extracted from rat tissues and were tested for RNA quality using the Agilent bioanalyzer. Most RNAs were of very high quality as judged by RIN values. Pancreas RNAs had the lowest RIN values and also had the fewest sequences that mapped to mature miRNAs

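The 10 pancreas RNAs had a RIN of 6.12 ± 0.569 (SD), between 4.9 and 6.8. Each of the 10 lay below the mean of every other tissue with RIN values. In two-sided permutation tests of the difference in mean RIN, with Benjamini-Hochberg adjustment over the 21 other tissues, the pancreas was past the threshold of 0.05 in all 21. The differences were largest for the adrenal and the ileum, each with a mean of 8.84 (permutation p = 2e-05, the smallest that 100000 resamples can give in a two-sided test). The largest p was that of the uterus, with a mean of 8.22 over 5 RNAs (exact permutation p = 0.00466).
Pancreas libraries held a median of 3553520 counts on miRNA names, between 1745243 and 6705848. By median, the pancreas was the tissue with the fourth lowest total, after the testis (484824), the dorsal root ganglion (1863260) and the duodenum (3219960). On the log10 scale, totals were higher than in the pancreas in 7 of the 21 tissues tested and lower in 1, the testis (two-sided permutation tests with the same adjustment). The 5 testis libraries all lay below every pancreas library, with a difference in mean log10 total of -0.853 (exact permutation p = 0.000666, adjusted p = 0.0035). The strongest difference in the other direction was that of the non-glandular stomach, whose mean log10 total was higher by 0.305 (permutation p = 6.0e-05, adjusted p = 0.00126). All 10 pancreas libraries lay below the median of the non-glandular stomach. With predicted miRNAs and precursors left out of the totals, 20 of the 21 tissues were higher than the pancreas. That setting also removes the composite of miR-148a-3p with a predicted miRNA, which holds most of the pancreas counts. Without rat 3, whose pancreas library held the most counts, and with all names in the totals, 12 tissues were higher.

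**Figure D1:**
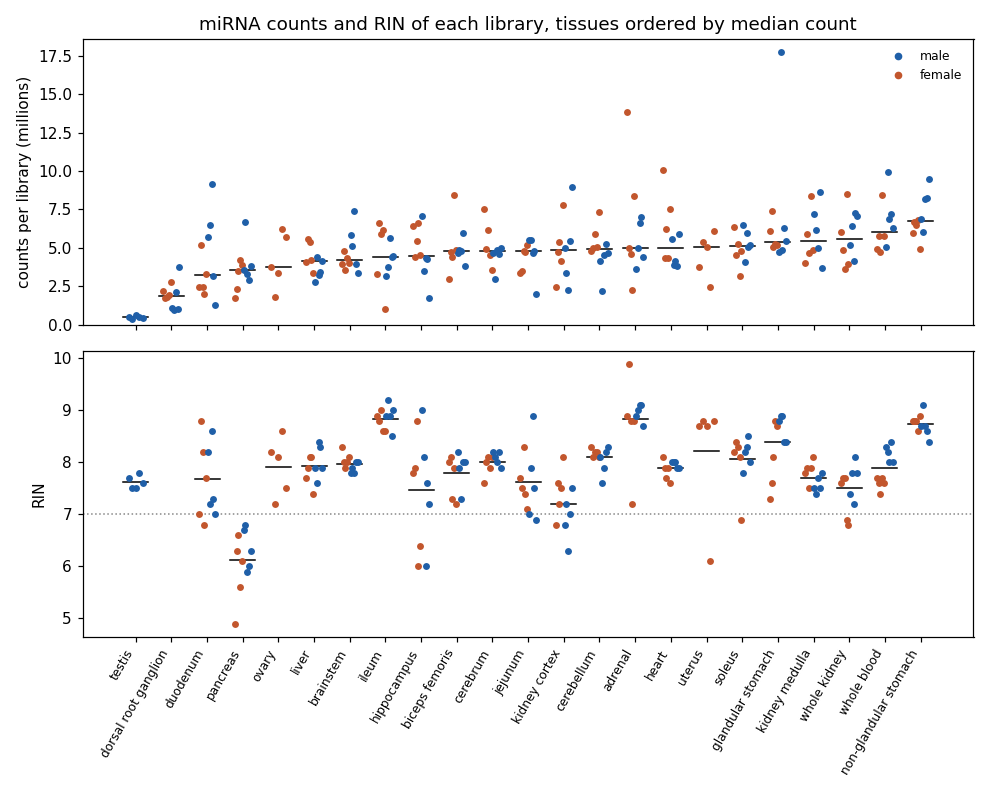
Counts per library (upper panel) and RIN (lower panel) by tissue, with the tissues in the order of their median count. Blue dots are male and orange dots are female rats, the bars are the median count and the mean RIN, and the dotted line is a RIN of 7. All 10 pancreas RNAs lie below that line, and the testis has the lowest counts.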

### miRNA seq library construction

Library construction was performed according to Illumina’s TruSeq small RNA sample prep protocol (Illumina, San Diego CA). Library quality was assessed using the Agilent Bioanalyzer DNA chip and quantified using Ribo Green. Libraries were subjected to MiSeq analysis to ensure library quality. Body atlas libraries were assigned to gels and lanes on the flow cells in a manner designed to mitigate batch effect. 

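The deposited counts come from 215 libraries, 10 for most tissues and 5 each for the testis, the ovary and the uterus. The 10 dorsal root ganglion libraries are technical repeats of 2 pools, 1 per sex. After the authors' trimming and alignment, a library held between 376401 and 17725805 counts on miRNA names, with a median of 4816409. Every library was sequenced in more than 1 run. The 458 runs held between 46443 and 15177890 counts, with a median of 950158.5. For 14 runs the labels name the flow cell lane of another run of the same library, so these were set aside and the other 444 were summed by library. The deposited files give counts on miRNA names and not the number of raw reads, so the share of reads that aligned is not known.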

Subsequent HiSeq analysis was performed and 50 bp single end reads were generated on the Illumina HiSeq 2000 platform resulting in 4–5 million reads per sample.

### Data analysis by institution

#### Read mapping and quantification

Data was analyzed by Eli Lilly, Maastricht University and NIEHS using separate analysis methods. The output generated from each institution was then collated to create a Venn diagram of the tissue enriched miRNAs identified by each analysis method. Read mapping and quantification for the rat and dog miRNA body atlases was performed in the following manner by Eli Lilly: FastQ files were processed to remove adaptor sequences and discard reads < 17 bp in length with cutadapt v. 1.4.1 [28] with options –a TGGAATTCTCGGGTGCCAAGG–quality–base 33–q 20–match-read-wildcards –m 17. All trimmed reads that contained an ‘N’ were discarded. Identical sequences from the same sample were combined into a single sequence in the form expected by miRDeep2 [29]. That is, with ids of the form “NNN_#_x#”, where NNN is a unique alphabetic code identifying the sample, the first ‘#’ is a unique integer, and ‘x#’ records the number of times this sequence occurred in the input for the sample. Quantifier.pl from the miRDeep2 package v. 2.0.0 was used to generate miR alignment files (.mrd files) against known miRs from miRbase 20 with options–P–p < org > _hairpin.fa –m < org > _mature.fa–r trimmed_reads.fa–d. This was done separately for rat, mouse, human, and *C. elegans* known miRs. The.mrd files were then parsed with a custom Perl script as follows. Each isomiR sequence in an alignment was associated with the corresponding mature miR identifier. If it aligned to a miRNA precursor, but not with an expected mature miR sequence, it was identified as < miR > −pre to indicate this. Usually these correspond with reverse strand miRs that have not yet been annotated as alternate mature forms. Sometimes these appear to be microRNA offset RNAs [30], and sometimes they appear to represent incompletely processed sequence. If a given sequence was identified as aligning with more than one precursor, it was associated with all potential names as a composite name. That is, a sequence that aligned to both let-7a-5p and let-7f-5p was assigned to the composite mature miR let-7a-5p;let-7f-5p to indicate for subsequent analyses that this identification was ambiguous. All sequences that had not yet been identified against known rat miRs were then looked for in the analysis with respect to known mouse miRs, and so on against human and finally *C. elegans* miRs. This process allows for identification of conserved rodent miRs that have not yet been annotated in rat, and against conserved mammalian miRs that have not yet been annotated in rat and mouse. In parallel to the above identification of known miRs, we used miRDeep2’s novel miR identification process. Additional details are described in Additional file 1: supplementary methods.

#### Tissue specific and enriched miRNA identification

Data analysis of the rat and dog sequencing data was performed by Eli Lilly as follows. Tissue specific miRNAs are defined as miRNAs that are expressed at a raw count of greater than 1 in 8 out of 10 rats in 1 organ/ tissue only. For example, the brain may be the only organ with miR-X expression, but the hypothalamus may be the only tissue that has miR-X expressed. Therefore, miR-X would be specific to the hypothalamus tissue. Tissue enriched miRNAs are defined as miRNAs that are expressed at a raw count of greater than 1 in 8 out of 10 rats in a few organs/tissues, typically 3–5 tissues. The definition of tissue enriched was purposely vague because a miRNA may be enriched in several organs, but could still be a useful biomarker if toxicity is only present in 1 of the organs the miRNA is enriched in. Sex specific miRNAs are identified as miRNAs that are expressed in 1 tissue/organ at a raw count of greater than 1 in 4/5 males or females and in 0/5 rats in the opposite sex. Raw and normalized data were analyzed for tissue specific and tissue enriched miRNAs. Animal level data is obtained after preprocessing of the raw sequencing data. For each microRNA, there are measurements from 10 animals (5 males and 5 females) and potentially 23 different tissues. These 23 tissues were from 14 organs. In order to find tissue specific miRNAs, tissue level counts were obtained for each microRNA by summing over all the animals. The tissue level counts were aggregated to organ level by selecting the maximum of the tissue counts to represent the organ count. For example, brain (organ) has 4 different tissue types (Hippocampus, Brainstem, Cerebellum, and Cerebrum), the maximum of these 4 tissue level counts will be used to represent the expression levels of brain. After these data processing steps, a count data matrix is generated, where each row corresponds to a miR and each column corresponds to an organ type.

Non-negative Matrix Factorization (NMF) [31] is a commonly used unsupervised learning algorithm to decompose a nonnegative matrix X into 2 non-negative matrices W and H. In our case, X is the observed count matrix of dimension Nx14, where N is the number of miRs. Each column of W defines a miR group and each column of H represents the expression pattern of the miR group corresponding to the organ type. Based on this decomposition, we can find a representative set of miRs that corresponds to the specific high expression pattern for the organ.

To identify tissue specific miRs, it has to be organ specific (which means that it has to be highly expressed in 1 organ, and lowly in the rest of the organs). Thus we start from each organ specific miR, and examine if it is also highly expressed in a particular type of tissue or a few tissues, which belong to the current organ. For example, a miRNA may be specific to brain (organ), but it may only be specific to the hippocampus (tissue). To determine the expression level of each miR, we fitted a two-component mixture of Poisson distribution to the animal level tissue counts data. The component with larger intensity of the Poisson distribution is naturally used to model high counts and the component with lower intensity is used to model background noise. The larger component of the Poisson mixture model naturally corresponds to high expression level, whereas the smaller component of the Poisson mixture model naturally corresponds to the low expression level. For an organ specific microRNA to be tissue specific, it has to be expressed at a high level in 1 tissue of this organ. After the mixture model is fitted and the intensities are estimated, we can determine which tissues the microRNA is expressed in according to their estimated intensities and then declare tissue specific microRNAs afterwards. Additionally, the raw sequencing data was manually analyzed in each tissue for each miRNA and statistical analysis of the manually identified tissue specific and enriched miRNAs was then conducted to verify or dispute the tissue specificity or enrichment.

#### Read mapping and quantitation by Maastricht University

Read mapping and quantification was performed in the following manner by Maastricht University: mirDeep2 [32] was used to predict putative novel miRNAs. The raw fastq files from the 215 rat samples were mapped to the Rat genome (version 5.0.73 from Ensembl). MiRDeep2 output was then parsed to keep only the 496 predicted miRNA precursors with a score of 1 or above. Raw reads were trimmed off the 3′ adapter sequence using the java algorithm “Adaptor Remover” from the freely available UEA sRNA Workbench (http://srna-workbench.cmp.uea.ac.uk/). The parameters were set to look for a perfect match with the first 8 bases of the 3′ adapter to be considered a hit. The trimmed sequences with a size below 16 or above 35 bp were discarded. During this trimming step, every identical sequence was pulled and each iteration was summed. The trimmed reads were then mapped to the list of rat precursor miRNA obtained either from miRBase, or generated *de novo* from the miRDeep2 prediction using a fast short read mapping software PatMaN [33], configured to allow no mismatches or gap. PatMan output was then parsed to 1) assign a unique name to each unique sequence consisting of the pre-miRNA name, the pre-miRNA arms (5p or 3p) and the mapping coordinates (for instance, miR-127_3p_57_78). 2) divide the total read count of each unique sequence by the number of assigned loci in the complete mapping. 3) create a mature output table by pulling the different isomiR count for each miRNA species (i.e. 5p and 3p). The parsed PatMaN output were normalized with the trimmed mean of M-values method (TMM) and filtered to remove all miRNAs where the normalized read counts were fewer than 10 reads in all the 215 samples. Total read counts were then computed for each individual miRNA.

#### Tissue enriched miRNA identification by Maastricht University

A miRNA was called tissue specific or tissue enriched when the percentage of reads for a single tissue (or tissue group) was respectively higher than 90 or 50 % of the total read count.

#### Read mapping and quantitation by NIEHS

In order to identify isomiRs the raw count number of each given isomiR was first converted to the percentage of expression compared to the mature count observed for its corresponding miRNA. By comparing this percentage, we were able to report the miRNA for which the most expressed isomiRs differs between tissues.

Analysis of the data performed at NIEHS was executed in the following manner: Raw fastq files with the miRNA-Seq reads were checked for quality using a **TQE** standard based on **t**rimming the adapters, **q**uality filtering at Q ≤ 20 and the **e**limination of short reads < 14 bases long. In some cases when minor adapter sequences (indices) were observed after initial process, additional rounds of processing were applied until all the criteria were met. In the end, reads longer than 25 base pairs were also eliminated, resulting in quality filtered reads between 14–24 bp. Reads passing the **TQE** filtering were then aligned to the rat miRBase database v.19 using BWA version 0.6.1-r104q with “-n 2” and default parameters otherwise. Only perfect matches were further used in the quantification, which was performed by summarizing read count level measurements at each mature miRBase miRs. Datapoints with zeros were imputed with 1.0. Total counts for each miR were normalized by transcripts per million reads (TPM). Prior to statistical analysis, a transformation from floats to integers was performed by ceiling the data.

#### Tissue enriched miRNA identification by NIEHS

To detect the tissue-enriched microRNAs, we adopted the one-vs-rest strategy when applying statistic models. “Differentially” expressed miRs (DEMiRs) in 1 tissue against the combination of all other tissues were identified using a quasi-Poisson approach (Quasi-Seq) with shrunken dispersion estimates [34]. During the modeling process, the offset was computed on the 3rd quartile. Significant DEMiRs were detected at a nominal *p*-value < 0.01.

### Rat and dog toxicity studies

Caerulein studies: Studies were run at Covance Laboratories in Greenfield, IN and histopathology was performed by a board certified pathologist. Due to the short half-life of caerulein [35], 6 male Sprague Dawley rats per group (obtained from Charles Rivers laboratories 11–12 weeks at study start) were treated with 3 intraperitoneal doses of vehicle or caerulein (Sigma Aldrich), 1 h apart, at 0, 15 and 50 μg/kg. Blood was collected at 1, 4, 8, 24 and 48 h after dosing and examined for clinical chemistry, hematology and microRNA changes with terminal serum taken at 8, 24 and 48 h. Urine was collected by cystocentesis at 0, 4, 8, 24 and 48 h and examined for total protein and specific gravity. Toxicokinetic analysis was performed at 0.5, 1, 4, 8, 24 and 48 h post dose. Histopathology of adrenal glands, bone (sternum), brain stem, cerebellum, cerebrum, duodenum, heart, ileum, jejunum, kidneys, liver, lung, muscle (plantaris), pancreas, spleen, stomach and thymus was examined at 8, 24 and 48 h post dose. For canine studies, 2 beagle dogs per group, 1 male and 1 female obtained from Covance Research Products, were given 3 doses 1 h apart of caerulein at 3, 15 or 45 μg/kg. Blood was collected at pre-dose, 1, 4, 8, 24, 48 and 72 h after the third dose and examined for clinical chemistry, hematology and miRNA changes. Urine was collected by cystocentesis and examined for changes in specific gravity, BUN, creatinine and other urinary parameters at necropsy at 24 and 72 h. Histopathology on organs including adrenal glands, bone (sternum), brain stem, cerebellum, cerebrum, colon, epididymis, eyes, heart, ileum, jejunum, kidneys, liver, lung, muscle (quadriceps femoris), sciatic nerve, ovaries, pancreas, prostate, spleen, stomach, testis, thymus, thyroid, uterus and vagina was performed at 24 and 72 h post dose. Animals were euthanized by barbiturate overdose or anesthesia and exsanguination at necropsy.

### qPCR of serum samples from caerulein studies

For each sample, 100 μl of serum from all studies was subjected to total RNA isolation, including miRNAs, using the miRNeasy ^TM^ kit from Qiagen (Valencia CA). Upon the addition of Qiazol 5 μl of 5 μM synthetic cel-miR-55-3p (IDT) was spiked into each sample in the rat caerulein and dog caerulein studies. RNAs were eluted in 80ul of 95 °C H2O and a water extraction control with spike-in was also included. Reverse transcription was executed with the miRCURY LNA microRNA Universal cDNA Synthesis Kit (Copenhagen, Denmark). 10 μl of the extracted RNAs were used in 20 μl RT reactions. A no template control (NTC) and two -RT controls were also included. Real-Time PCR was conducted using Exiqon (Additional file 2) primers and ExiLENT SYBR Green Master Mix (Copenhagen, Denmark). Samples were diluted 1:40 prior to qPCR and 5 μl of the diluted samples were used in 10 μl reactions. Data was collected on a 7900HT Real-Time PCR instrument (Life Technologies, Grand Island, NY).

### Statistical analysis of rat and dog caerulein qPCR data

For each study, the fold change data were log2 transformed and fitted to a two-way ANOVA model with repeated measures. Because each animal has multiple measurements, we allow these measurements to be auto-correlated. Once we obtained the parameter estimates, for the dog study, all treatment means and 95 % confidence intervals at each time point are compared against the pre-dose group, which have FC fixed at 1. For the rat study, low dose and high dose groups are compared to untreated group at each time point.

### qPCR validation of tissue specific and enriched miRNA

Tissue enriched and tissue specific miRNAs were chosen for qPCR validation. The RNAs from 3 rats and 21 tissues were normalized by mass (1 ng of RNA per tissue) and subjected to cDNA synthesis using Exiqon universal cDNA synthesis kits (Cat# 203301) and ExiLENT SYBR green mastermix (Cat# 203421). Data was collected on a 7900HT or ViiA7 Real-Time PCR instrument (Life Technologies, Grand Island, NY). Assays were designed to the most highly expressed miRNA or isomiR sequence present that mapped to the mature miRNA. For example, many isomiRs mapped to miR-XYZ. For qPCR analysis we designed primers to the most highly expressed miRNA sequence that mapped to miR-XYZ as determined by deep sequencing. Ct values of each miRNA were compared to one another to determine tissue specificity or enrichment. A Ct value was considered acceptable if the Ct in a particular tissue was 10 Cts lower than the signal in the no RT or no template (NTC) controls unless there was no signal in the no RT or NTC. If an assay did not display a signal that was not 10 Cts away from the no RT or NTC it was not included in the analysis. Additionally, if the melt curves for an assay displayed more than one peak the assay was not included in the analysis.

### qPCR analysis of pancreas enriched miRNAs

Total RNA from all male and female rats used in the study were normalized by mass using 250 ng of RNA per sample and subjected to cDNA synthesis using Exiqon universal cDNA synthesis kits (Cat# 203301) and ExiLENT SYBR green mastermix (Cat# 203421). Data was collected on a 7900HT or ViiA7 Real-Time PCR instrument (Life Technologies, Grand Island, NY).

## Results

Our first objective was to identify miRNAs expressed in rat tissues. Members of the HESI consortium were queried on which rat organs are most commonly injured during toxicology studies and therefore, would represent the most important organs to investigate for potential biomarkers of injury. This resulted in the list of organs detailed in Fig. 1. Dorsal root ganglion was added as an organ of investigative interest. The brain lacks serum and cerebrospinal fluid (CSF) based biomarkers of injury, therefore the miRNA content of the cerebrum, cerebellum, hippocampus and brainstem were interrogated. Additionally, whole blood was included in the study in order to determine what the contribution of blood miRNAs may be to highly vascularized tissues. 

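Amounts are given as CPM, the counts of a miRNA scaled by the total counts of the library. In whole blood, miR-451-5p was at 5052 ± 1891 CPM (SD, n = 10 rats). Its mean in 21 other tissues, without the dorsal root ganglion, lay between 0.206% of that level in the ileum and 17.1% in the liver, with 13.7% in the heart. The composite name miR-3107-5p;miR-486-5p, which the authors gave to a sequence that aligns to both precursors, took 85.2 ± 3.06% (SD, n = 10) of all counts in whole blood. In the same 21 tissues its mean CPM was between 0.0314% of the whole blood level in the jejunum and 6.70% in the heart. In the biceps femoris and the soleus the composite was at 6.10% and 5.25% of whole blood, whereas miR-451-5p was at 1.86% and 2.03%. For miR-144-3p the mean was 221 CPM in whole blood and 119 CPM in the liver (n = 10 each), and none of the 21 had a mean above that of whole blood. As 1 name takes most of the whole blood counts, the CPM of every other miRNA in whole blood depends on it.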

Total RNA was isolated from the tissues of male and female SD rats and the quality was assessed using RIN values (Fig. 1) to be sure that small RNAs would be sequenced as opposed to degraded RNAs. 

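Tissues came from 10 Sprague Dawley rats, 5 male and 5 female, and 19 tissues were taken from every rat. The testis, the ovary and the uterus came from 5 rats each, and the dorsal root ganglion RNA was pooled from 5 male and from 5 female rats. The authors removed the adaptors, discarded the short reads, collapsed identical sequences and aligned them to miRBase precursors of rat, then of mouse, human and C. elegans. They also predicted further miRNAs from the reads. The deposited tables hold the number of reads that they counted on each miRNA name and on each isomiR sequence in each run, without normalization. The miRNA table has 7534 names. A sequence that aligns to more than 1 precursor carries all of their names joined, which is a composite name, and "-pre" marks a sequence on a precursor that is not an expected mature miRNA. Composite names took 9.62% of all counts, names with a predicted miRNA 3.19% and names with a precursor 0.109%. The miRNA counts equalled the sum of their isomiR counts for all 7534 names in every library.
The unit of the statistics is the rat. For the fits, the technical libraries of a dorsal root ganglion pool were summed, which left 207 samples of 23 tissues. Counts were scaled by the upper quartile and fitted with edgeR's quasi-likelihood model, with a coefficient for each tissue, and 1641 names passed edgeR's filter on low counts (filterByExpr). An adjusted p is a Benjamini-Hochberg value, and the threshold was 0.05. The standard error of a fold change is its log2 value divided by the square root of the test's F. In simulated counts with a log2 change of 2 in 200 miRNAs of the liver, up for some and down for as many, the comparison of the liver with the rest recovered 100% of them, with 13 calls among the unchanged miRNAs. When all 200 went up, it recovered 100% as well, but there were 466 calls among the unchanged miRNAs, whose median log2 fold change was -0.64, and the median of the changed miRNAs was 1.36. Where most changes of a tissue go in the same direction, fold changes are thus shifted by the scaling. Apart from the 200 miRNAs, the simulated tissues were all alike, with a dispersion of 0.2 and no library with the profile of another tissue. The real tissues differ widely, so these numbers of calls do not give the error rate of the real fit.
In 10 of the 215 libraries the correlation of the profile with another tissue exceeded that with the label by more than 0.05. They are labelled adrenal (rat 8), duodenum (rats 2, 4, 7 and 11), hippocampus (rats 2, 6 and 7), ovary (rat 11) and uterus (rat 8). In these the gap was 0.0668 or more. Some other libraries also lay closer to another tissue, with a gap of at most 0.0194. All libraries were kept under their labels. The means and SDs of these 5 tissues therefore include libraries with another profile.

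**Figure D2:**
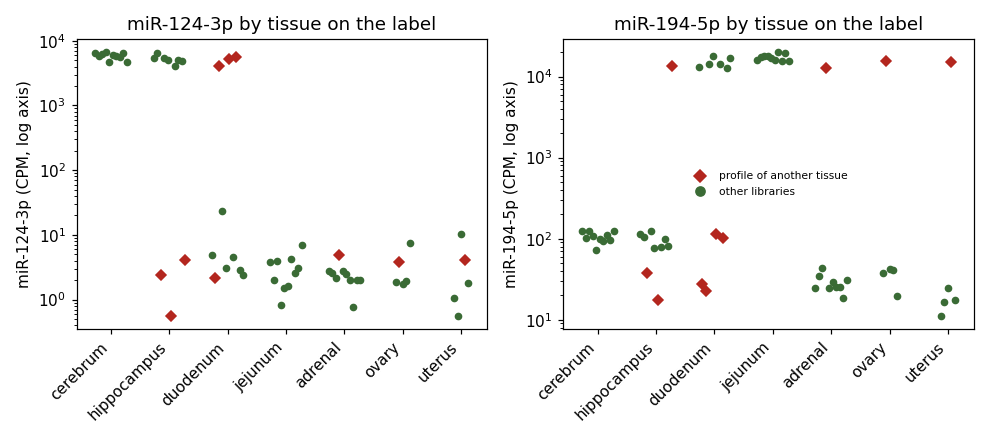
CPM of miR-124-3p and of miR-194-5p (log axes) in the libraries labelled cerebrum, hippocampus, duodenum, jejunum, adrenal, ovary and uterus. Each point is a library, and red diamonds are the 10 libraries with a gap above 0.05. Red diamonds labelled duodenum reach the miR-124-3p level of the cerebrum.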

The rat microRNA sequencing data, as analyzed by Eli Lilly, generated 1,927 sequences that mapped to previously-identified mature microRNAs in rat, mouse and human. This resulted in an increase of 1,162 miRNAs in the rat as compared to the 765 mature rat miRNAs in miRBase v21. 

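In the deposited table, 1768 names other than predicted miRNAs and precursors have at least 1 count in the 215 libraries. Of these, 1578 are single names and 190 are composite names. At least 10 counts over all libraries were reached by 992 names, and at least 100 by 796. With precursor entries added the number was 2797.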

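By the source listed with each name, 682 of the single names were found against rat sequences and 896 were not. The 682 names held 99.2% of the counts on single names. Of the names without a rat source, 386 list mouse alone, 449 human alone and 37 C. elegans alone. Over all libraries, the 896 names held 7291684 counts, of which 5349692 were on 21 names listed with mouse and a de novo source, 1740272 on those with mouse alone and 196557 on those with human alone.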

While Eli Lilly’s data analysis serves as the main source of data for discussion in this article we also collaborated with HESI members to analyze the data in an attempt to maximize our ability to discover and confirm the tissue enrichment profile of miRNAs (Fig. 2).

**Fig. 2:**
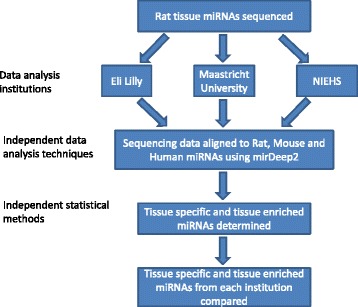
Workflow diagram. The small RNA content of rat organs was interrogated by deep sequencing and the data was given to 3 institutions for independent data analysis. Reads were mapped to rat, mouse and human miRNAs from miRBase v19 and v20 using miRDeep2 and tissue specific and tissue enriched miRNAs were identified

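Runs of the same library were compared by the chi-square of their counts over miRNA names divided by its degrees of freedom, which is near 1 when runs differ only by counting noise. For runs of a library on different flow cells (243 pairs) the median was 15.8. For a library's 2 lanes on the same flow cell (7 pairs) it was 5.04, and for runs whose labels name the same lane (14 pairs) it was 8.49. Different rats of the same tissue (885 pairs) had a median of 160. The ranges overlap, with up to 425 for runs on different flow cells and down to 19.2 for rats, and the measure also grows with the number of counts, so the medians are not on an equal footing.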

Our second objective was to discover novel and confirm previously identified tissue specific and/or tissue enriched miRNAs and/or isomiRs that could be used as serum based biomarkers of organ injury in the rat. A variety of data analysis software packages and statistical methods exist to identify and predict miRNAs and perform differential expression on miRNA-seq data [36, 37]. Since these methods have different strengths and weaknesses and the most suitable data analysis method is dependent on the output required, different methods were employed by scientists at Eli Lilly, NIEHS and Maastricht University to analyze the sequencing data in order to maximize discovery of tissue enriched miRNAs. The tissue enriched miRNAs identified by each institution were included in a Venn Diagram in order to determine which tissue enriched miRNAs were found in common between each data analysis method (Fig. 3). Tissue specific miRNAs identified by Lilly are reported in Table 1 and were not included in the Venn diagram. 

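The rule that the paper gives for Maastricht University was applied to the miRNA table for single tissues, with TMM scaling and a minimum of 10 normalized reads in at least 1 library. Of the 850 names that passed the minimum, 164 had more than 50% of their normalized reads in a single tissue, and 46 had more than 90%. The testis had 72 of the 164 and 38 of the 46, the ileum had 19, whole blood 16 and the pancreas 10. The rule of the paper also allows a group of tissues, and with the brain, intestine, stomach, kidney and skeletal muscle each taken as 1 tissue it gave 384 names, 75 of them above 90%. TMM factors lay between 0.178 and 4.19, so the tissues were scaled very differently. Without the minimum on normalized reads the rule gave 1560 names.
Each tissue was also compared with the mean of the other 22 in the edgeR fit, with adjustment over the 1641 names within each tissue. There were 8831 calls of a miRNA higher in a tissue and 4271 calls of one lower, so that 67.4% of the calls were higher. With DESeq2 the calls were 6479 and 5697, or 53.2% higher. Other scalings moved the median log2 fold change of a tissue, with TMM by -1.20 in whole blood and by 0.72 in the brainstem. At least 1 tissue was higher for 1630 of the names, and 73 names were higher in 1 tissue only. With upper quartile scaling the calls covered between 218 names in the dorsal root ganglion and 592 in whole blood, but whole blood had 271 with TMM and 350 with DESeq2. With no filter on low counts there were 13310 calls.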

Maastricht University identified 355 tissue enriched miRNAs, Eli Lilly identified 481 tissue enriched miRNAs and NIEHS identified 660 tissue enriched miRNAs. Maastricht University and Eli Lilly had 167 miRNAs in common, Maastricht University and NIEHS had 202 miRNAs in common, Eli Lilly and NIEHS had 401 miRNAs in common and all 3 institutions had 165 tissue enriched miRNAs in common (Additional file 3: Table S1). 

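All 165 miRNAs of Table S1 were among the names tested. For 157 of them the highest mean CPM fell in an organ that the table lists for the miRNA, and 163 were past the threshold as higher in a tissue of such an organ. The table was made from these same libraries, so it is not independent of them.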

Differences in the results from each institution are due to the processing steps prior to alignment, the reference sequences the sequencing data were aligned to and the methods of identifying tissue specific and/or enriched miRNAs. Despite which approach was taken each analysis identified many of the same tissue enriched miRNAs and the data has been made publically available for researchers in industry, academia or government to explore and potentially discover additional tissue specific and/or enriched miRNAs which may serve as novel biomarkers for safety, pharmacodynamic or other effects.

**Fig. 3:**
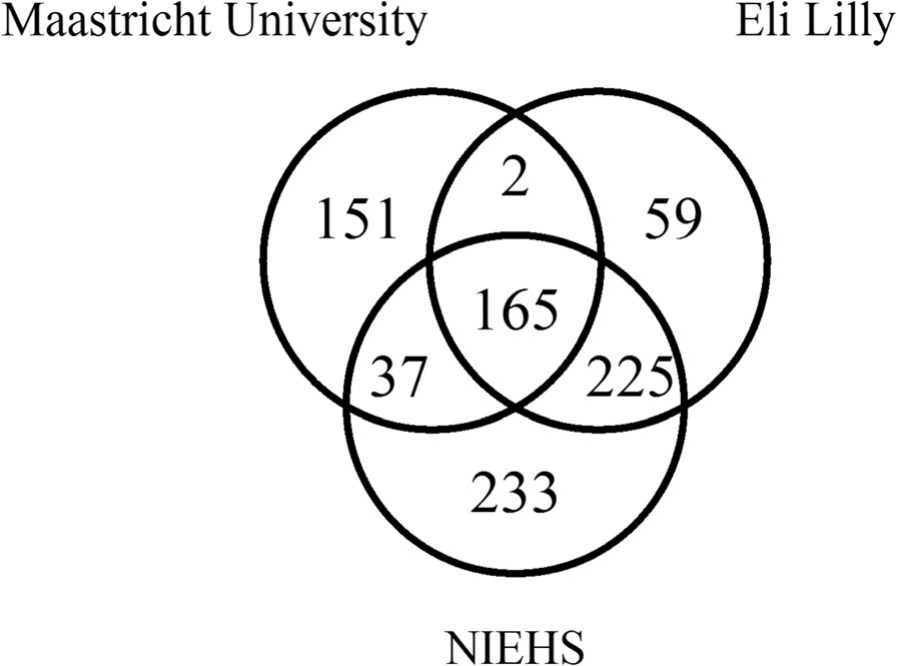
Venn diagram of data analysis methods. Analysis of the miRNA sequencing data was independently performed by Eli Lilly, Maastricht University and the NIEHS using different data analysis methods. Eli Lilly identified 481 tissue enriched miRNAs, Maastricht University identified 355 tissue enriched miRNAs and the NIEHS identified 660 tissue enriched miRNAs. The number of miRNAs in common between Maastricht University and Eli Lilly was 167, the number of miRNAs in common between Maastricht University and the NIEHS was 202 and the number of miRNAs in common between Eli Lilly and the NIEHS was 401. The number of miRNAs in common between all 3 analysis was 165

**Table 1:** Rat tissue specific miRNAs

Tissue	miRNA
Adrenal	miR-126b, miR-494-5p, mir-134-pre, miR-3544, miR-299a-5p;miR-299b-5p
Brainstem	miR-296-3p, miR-7047-3p, miR-186-3p
Cerebellum	mir-1928-pre, mir-484-pre, miR-130a-3p;miR-130b-3p, miR-6125, miR-154-3p
Cerebrum	miR-218-5p, miR-466i-5p;mir-466 k-pre;mir-466q-pre, miR-410-5p, miR-344 g, mir-504-pre, miR-344b-1-3p;miR-344b-2-3p, miR-551b-5p, miR-103-2-5p
Heart	miR-208a-3p, miR-208a-5p, miR-126-3p, miR-6314, miR-509-3p
Ileum	miR-2137, miR-3195, miR-320-5p, miR-4448
Liver	miR-101b-5p, miR-122-3p, miR-1195, miR-466c-3p, miR-293-5p, miR-466b-2-3p;miR-466c-3p;mir-466d-pre, miR-692, miR-466b-2-3p, mir-328-pre, miR-466f-3p, mir-5131-pre
Medulla	miR-200b-3p;miR-429
Muscle Biceps	miR-675-5p
Muscle Soleus	miR-206-5p, miR-1273 g-3p;mir-1273a-pre
Pancreas	miR-320c, miR-148b-3p;miR-152-3p
Whole Blood	mir-466q-pre, miR-7687-5p, miR-3656;mir-3195-pre, miR-3473b;mir-3473d-pre, miR-6937-5p

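Raw counts per library were set against the rule of the paper's methods, which asks for a count above 1 in at least 8 of 10 rats in a single tissue. For the testis, the ovary and the uterus, with 5 rats each, the rule was extended here to 4 of 5. For the dorsal root ganglion, the 10 technical libraries of 2 pools were counted in place of 10 rats. Predicted miRNAs were left out. The rule selected 70 names in 17 tissues, with 22 in the testis, 8 in the cerebrum, 7 in the liver, and 5 each in the adrenal and whole blood. Their counts were low, and the median over the 70 of the median count in the tissue was 5. A median count above 10 was reached by 20 of them. In the testis, the highest median counts were 387 for miR-7210-5p and 333 for miR-7214-5p (5 libraries each). The rule asks for raw counts, and library totals differ between tissues. After every library was thinned at random to 300000 counts, 102 names met the rule, and 21 of the 70 met it again in the same tissue, 18 of them in the testis. When no library of another tissue was allowed a count above 1, 8 names were left.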

Tissue specific miRNAs were defined as miRNAs there are expressed at a raw count of >1 in 8/10 rats in 1 tissue only. 

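Of the 52 names in Table 1, 48 had a count above 1 in at least 8 of 10 libraries of their tissue, and 37 did so in no other tissue. The 37 depend on the setting. They became 38 with all deposited runs summed and 31 with the second flow cells alone. With counts above 5 there were 12, with the first flow cell alone 5, and after thinning 4. For 30 of the 52, the mean CPM was highest in the tissue of the table. The 37 names are miR-126b, miR-494-5p, mir-134-pre, miR-3544 and miR-299a-5p;miR-299b-5p in the adrenal, miR-7047-3p and miR-186-3p in the brainstem, and mir-484-pre, miR-130a-3p;miR-130b-3p and miR-6125 in the cerebellum. In the cerebrum they are miR-218-5p, miR-410-5p, miR-344g, mir-504-pre, miR-344b-1-3p;miR-344b-2-3p, miR-551b-5p and miR-103-2-5p. In the heart they are miR-208a-5p and miR-6314, and in the ileum miR-2137, miR-3195 and miR-320-5p. In the liver they are miR-101b-5p, miR-122-3p, miR-466c-3p, miR-692, mir-328-pre, mir-5131-pre and a composite of miR-466b-2-3p with miR-466c-3p and mir-466d-pre. The others are miR-675-5p in the biceps femoris, miR-206-5p in the soleus, miR-320c and miR-148b-3p;miR-152-3p in the pancreas, and miR-7687-5p, miR-6937-5p, miR-3656;mir-3195-pre and miR-3473b;mir-3473d-pre in whole blood.
The counts behind these names differ widely. The median count in the tissue was 5598.5 for miR-122-3p (1422 ± 306 CPM, SD, n = 10), 341.5 for miR-208a-5p (69.4 ± 14.4 CPM, n = 10) and 46.5 for miR-6314 (9.51 ± 0.983 CPM, n = 10). It was 21 or less for every other name of the 37, down to 2. In the ileum the mean of miR-3195 was 12.0 CPM with an SD of 21.0 (n = 10), and that of miR-2137 9.01 CPM with an SD of 15.6. Names that met the rule in more tissues were miR-154-3p and miR-293-5p (4 tissues each), miR-296-3p, miR-509-3p and miR-1195 (3 each), and miR-208a-3p, miR-126-3p, miR-466b-2-3p, miR-466f-3p, mir-466q-pre and miR-200b-3p;miR-429 (2 each). Among these, miR-208a-3p was at 463 ± 49.7 CPM in the heart (n = 10), which is 98.6% of its summed tissue means. The mean of miR-509-3p was 0.635 CPM in the heart and 86.5 CPM in the testis. For mir-1928-pre, miR-4448 and the composites that begin with miR-466i-5p and miR-1273g-3p, fewer than 8 libraries of the tissue had a count above 1.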

Sequencing data was analyzed by non-negative matrix factorization which identified tissue specific miRNAs. Organs not listed in the table did not have tissue specific miRNAs

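Table S2 pairs 527 names with tissues in 751 pairs. Of the 727 pairs that could be tested in the edgeR fit, 688 (94.6%) were past the threshold as higher in that tissue than in the rest, against 23.6% if names were drawn at random from those tested in the same tissues. For Table S3 the number was 1264 of 3150 pairs (40.1%, against 24.6%). A further 46 of its 3416 pairs carry a name that matches none in the deposited table. Both tables were made from these libraries.
Among the names past the threshold whose CPM in every library of a tissue exceeded the mean of each other tissue, those with the largest log2 fold change over the rest were as follows. In the brainstem they were miR-219a-2-3p (8.13) and miR-764-3p (7.96), in the cerebellum miR-124-3p (8.92) and miR-124-5p (7.32), in the cerebrum miR-873-5p (7.64) and miR-344b-1-3p (7.24), and in the dorsal root ganglion miR-138-1-3p (6.60) and miR-138-2-3p (6.01, 2 pools). In the heart they were miR-208a-3p (12.03) and miR-208a-5p (11.45), in the liver miR-122-5p (14.31) and miR-122-3p (13.93), and in the pancreas miR-216a-5p (11.37) and miR-216b-3p (10.98). In the biceps femoris they were miR-133a-3p (9.02) and miR-1-3p (9.82), and in the soleus miR-208b-3p (11.91) and miR-206-3p (10.99). The jejunum had miR-215 (10.38) and miR-194-5p (6.22), the ileum miR-196c-5p (8.08) and the composite of miR-196a-5p, miR-196b-5p and miR-196c-5p (7.65), and the kidney medulla miR-10a-3p (4.51). The non-glandular stomach had miR-205 (7.55) and miR-143-3p (5.61), the testis miR-7210-5p (13.04) and miR-7214-5p (12.93), and whole blood the composite with miR-486-5p (11.17) and miR-451-3p (10.05). The kidney cortex, the whole kidney and the 5 tissues with libraries of another profile, among others, had no such name.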

Tissue specific and enriched miRNAs identified by Lilly are shown in (Additional file 4: Table S2) and (Additional file 5: Figure S1) and the tissue enriched miRNAs identified by NIEHS and Maastricht University are shown in (Additional file 6: Table S3 and Additional file 7: Table S4 respectively). The tissue specificity/enrichment of many other tissue enriched miRNAs including muscle and heart enriched miRs-133a-3p, 499-5p, miR-1a-3p as well as pancreas enriched miRs-216a-5p, 217-5p and miR-375-3p were confirmed [38–40] (Fig. 4). 

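For each miRNA, the tissue with the highest mean CPM was compared with the tissue that came next, in the edgeR fit with adjustment over all 1641 names. The fit estimates the spread of a miRNA over all 207 samples, libraries with another profile included. Its standard error is therefore not the spread between rats within the tissues compared. miR-133a-3p was at 289150 ± 18237 CPM (SD, n = 10 rats) in the biceps femoris, 233500 ± 15540 CPM in the soleus and 133420 ± 7390 CPM in the heart (n = 10 each). The log2 fold change between both muscles was 0.36 (standard error 0.55, adjusted p = 0.719), although the CPM of the 10 biceps femoris libraries all lay above those of the 10 soleus libraries. miR-499-5p was at 1034 ± 143 CPM in the soleus and 919 ± 95.9 CPM in the heart (n = 10 each), with overlapping libraries. Its fitted log2 fold change of soleus over heart was -0.29 (standard error 0.38, adjusted p = 0.668) with upper quartile scaling and 0.23 with TMM. miR-1a-3p was at 439 ± 203 CPM in the soleus, 356 ± 333 CPM in the biceps femoris and 236 ± 254 CPM in the heart (n = 10 each). The fold change of soleus over biceps femoris was 0.25 (standard error 0.52, adjusted p = 0.805), the sign turned without rat 8, whose soleus library had 990 CPM, and the value was 0.748 without rat 10, whose biceps femoris library had 1265 CPM. The highest library of each of the 3 tissues holds a run on lane 8 of 1 flow cell. In the biceps femoris of rat 10 the value was 1411 CPM on that lane and 213 CPM in its other runs, and in the heart of rat 3 it was 1116 and 125 CPM, so the means and SDs of miR-1a-3p depend on these runs.
In the pancreas miR-216a-5p was at 5045 ± 944 CPM (n = 10), and the next tissue was the duodenum with 201 ± 196 CPM (n = 10), a log2 fold change of 4.57 (standard error 1.15, adjusted p = 8.9e-04). miR-217-5p was at 6246 ± 1646 CPM in the pancreas and 320 ± 293 CPM in the duodenum, a log2 fold change of 4.18 (standard error 1.12, adjusted p = 0.00199). The means of both miRNAs in the duodenum come from 6 libraries, with 363 to 736 CPM of miR-217-5p, while the 4 duodenum libraries whose profile lay closest to another tissue had at most 1.23 CPM. miR-375-3p was at 37203 ± 4851 CPM in the pancreas and 5634 ± 2039 CPM in the adrenal (n = 10 each), a log2 fold change of 3.15 (standard error 0.66, adjusted p = 4.0e-05). For all 3 miRNAs, each of the 10 pancreas libraries lay above every library of the next tissue.

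**Figure D3:**
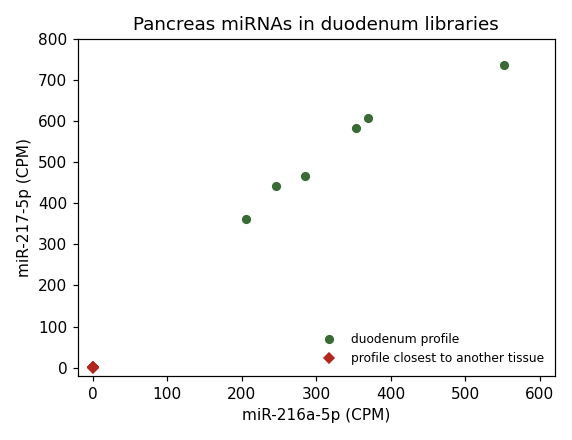
CPM of miR-217-5p against CPM of miR-216a-5p in the 10 libraries labelled duodenum. The 6 libraries with a duodenum profile lie between 363 and 736 CPM of miR-217-5p, and the 4 others lie close to 0.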

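The number of miRNAs whose mean CPM was highest in a tissue of an organ, and which were past the threshold as higher there than in the rest, was 399 for the 4 brain tissues, 281 for the testis, 111 for the 3 intestinal tissues and 80 for the liver. For skeletal muscle it was 76 and for the pancreas 63. As 4 libraries labelled duodenum have a brain or adrenal profile, the 111 of the intestine may include miRNAs of those organs. Divided by the number of tissues of the organ, the number of miRNAs was 281 for the testis, 99.8 for the brain, 80 for the liver, 63 for the pancreas and 37 for the intestine. With rat as a block in the fit and without the dorsal root ganglion, the number for the testis was 183. By the rule on raw counts the testis had 22, the brain 14 and the liver 7, and by the rule on the share of reads the testis had 72, the brain 12, the intestine 21 and the liver 2.
For 487 miRNAs the mean CPM was highest in a brain tissue. Among the organs outside the brain, the intestine came next for 175 of them (35.9%), the dorsal root ganglion for 71 and the pancreas for 70. For 169 of the 175 the intestinal tissue was the duodenum, and 3 of the 10 duodenum libraries (rats 2, 4 and 7) have a brain profile. miR-124-3p, for example, was at 1510 CPM in the duodenum by the mean and at 4.74 CPM by the median over the 10 libraries. By the median over the libraries of a tissue, a setting chosen after seeing the data, the intestine came next for 14 of 524 miRNAs (2.67%) and the dorsal root ganglion for 221.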

The brain, testis and liver have the most tissue specific and enriched miRNAs and interestingly, tissue enriched miRNAs in the brain are often expressed in the intestine. The kidney has the fewest tissue specific and enriched miRNAs of any organ examined, while skeletal muscle and heart share several of the same tissue enriched miRNAs. 

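By the measure of the highest mean and a call against the rest, the 3 kidney tissues together had 32 miRNAs, the ovary 28 and the uterus 9. Per tissue, the kidney had 10.7, the stomach 19 and the ovary 28. By the rule on raw counts the kidney, the stomach, the uterus and the dorsal root ganglion had 1 each, the last over technical libraries and not rats. By the rule on shares of reads the kidney and the ovary had 0. The 3 kidney tissues overlap, as the whole kidney holds the other parts, so rules that ask for a single tissue can hardly select a miRNA of the kidney. The ovary and the uterus each hold 1 library, from rat 11 and rat 8, whose profile lay closest to the duodenum.
In the heart, 475 miRNAs were higher than in the rest of the tissues (304 with TMM and 196 with DESeq2), and the numbers were 301 in the biceps femoris and 316 in the soleus. All 3 tissues shared 113, and the heart shared 194 with at least 1 of both muscles. In fits with the tissue labels permuted, the median number shared by all 3 was 2 and the largest was 62, but such fits mostly gave fewer calls in these tissues. With a log2 fold change of at least 2 as a further condition 42 were shared. Of the miRNAs of the paper's heat map, miR-1-3p was at 1372 ± 253 CPM in the biceps femoris, 983 ± 111 CPM in the soleus and 561 ± 85.5 CPM in the heart (n = 10 each). miR-133a-5p was at 358 ± 31.9, 318 ± 44.8 and 182 ± 18.5 CPM in the same tissues. In contrast, miR-208b-3p was at 3014 ± 422 CPM in the soleus, 517 ± 225 CPM in the heart and 29.8 ± 49.7 CPM in the biceps femoris.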

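The single name miR-148a-3p was at 22.8 ± 17.4 CPM (SD, n = 10) in the pancreas, with 71.9 CPM in rat 5 and at most 21.7 CPM in the other 9 rats. The next tissue was the duodenum with 1.54 ± 1.73 CPM (n = 10), a log2 fold change of 4.06 (standard error 0.79, adjusted p = 1.1e-05). Most reads of this miRNA carry a composite name that joins miR-148a-3p with a predicted miRNA on chromosome 4 that has the seed of miR-152-3p. With the composite added, the pancreas had 593500 ± 34030 CPM, the liver 56250 ± 6874 CPM and the duodenum 36190 ± 31880 CPM (n = 10 each). The log2 fold change of pancreas over liver was then 3.15. miR-141-3p was at 17730 ± 1551 CPM in the pancreas (n = 10) and 1392 ± 625 CPM in the ovary (n = 5), a log2 fold change of 4.27 (standard error 1.15, adjusted p = 0.00206). In the duodenum its mean was 1267 ± 1113 CPM (n = 10), and without rats 2, 4 or 11 the duodenum was the next tissue. Each of the 10 pancreas libraries lay above every library of the next tissue for both miRNAs. miR-200c-3p was at 1174 ± 149 CPM in the pancreas, 448 ± 68.2 CPM in the ileum and 371 ± 44.3 CPM in the jejunum (n = 10 each). All 10 pancreas libraries lay above all 10 ileum libraries in CPM, but the log2 fold change of 0.79 between both was not past the threshold (standard error 0.74, adjusted p = 0.517). That standard error reflects the spread over all tissues and not that of the pancreas and ileum libraries alone.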

While previously identified tissue specific and enriched miRNAs were verified, previously unidentified tissue specific/enriched miRNAs were discovered including, but not limited to, pancreas enriched miRs-148a-3p, 141-3p and 200c-3p (Additional file 4: Table S2). In order to verify that miRNAs were, in fact, tissue specific or enriched we conducted qPCR verification of some of the tissue specific and/or enriched miRNAs (Additional file 8: Table S5). As shown in Fig. 5, 27 of the 39 miRNAs tested correlated very well to the sequencing data with a correlation of − 0.8 to − 1.0, 8 miRNAs displayed a correlation of − 0.79 to − 0.57 and 4 miRNAs displayed poorer correlations from − 0.33 to − 0.22 (Fig. 5 and Additional file 9: Table S6). MiRs-196c-5p and 206-5p were not amplified by qPCR and, therefore, did not display tissue specificity or enrichment by qPCR.

**Fig. 4:**
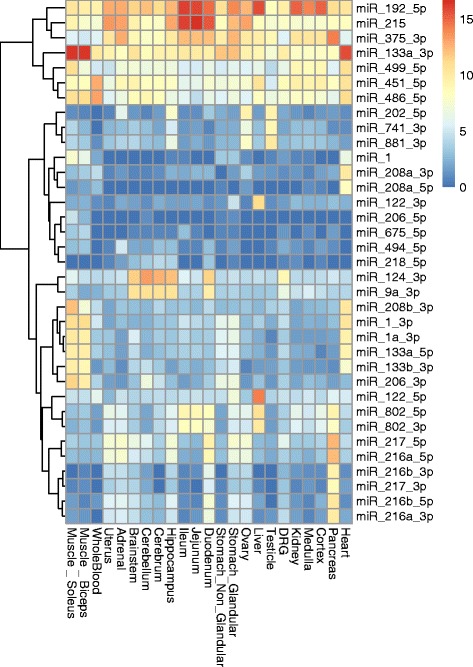
Heat map of tissue specific and tissue enriched miRNAs. Examples of tissue specific and enriched miRNAs identified by this and previously published studies are displayed with tissues on the x-axis and miRNAs listed on the y-axis. MiRNA expression from least to highest expression is indicated as a shift from blue to red with blue representing the least expression and dark red indicating maximal expression

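Among the other miRNAs of the heat map, miR-451-5p had a log2 fold change of 5.21 for whole blood over the liver (standard error 0.33, adjusted p = 1.1e-33, every whole blood library above every liver library). This value holds for upper quartile scaling and is larger than the ratio of the mean CPM. The single name miR-486-5p was at 6896 ± 748 CPM in whole blood and 1726 ± 3852 CPM in the biceps femoris (n = 10 each), where 1 library had 12689 CPM. In the testis, miR-202-5p was at 4369 ± 806 CPM, miR-741-3p at 3152 ± 521 CPM and miR-881-3p at 9245 ± 2481 CPM (n = 5 each). For these the next tissue was the ovary, with 530 ± 315, 34.4 ± 25.9 and 112 ± 103 CPM (n = 5 each). The difference was past the threshold for miR-741-3p and miR-881-3p (log2 fold changes of 5.07 and 4.92) and not for miR-202-5p (1.64). In the liver, miR-122-5p was at 33952 ± 4091 CPM (n = 10), with a log2 fold change of 13.12 over the testis (adjusted p = 1.5e-13, all 10 liver libraries above all 5 testis libraries). miR-802-5p was at 1064 ± 178 CPM in the liver, 255 ± 54.2 CPM in the pancreas and 190 ± 40.6 CPM in the ileum, and the fold change of 2.26 over the pancreas was not past the threshold (standard error 0.88, adjusted p = 0.0511). miR-802-3p was at 502 ± 150 CPM in the liver and 107 ± 17.5 CPM in the ileum.
miR-124-3p was at 11757 ± 690 CPM in the cerebellum and 5848 ± 694 CPM in the cerebrum (n = 10 each). The mean in the hippocampus, 3608 ± 2555 CPM, includes 3 libraries with another profile. miR-9a-3p was at 908 ± 56.7 CPM in the cerebellum, 883 ± 157 CPM in the cerebrum and 848 ± 50.0 CPM in the brainstem. miR-206-3p was at 1684 ± 266 CPM in the soleus and 327 ± 94.5 CPM in the biceps femoris, and miR-133b-3p at 387 ± 328 and 168 ± 220 CPM in the same tissues. miR-1 was at 38.9 ± 8.46 CPM in the soleus and 12.7 ± 3.75 CPM in the biceps femoris. In the pancreas, miR-216b-5p was at 683 ± 141 CPM, miR-216b-3p at 310 ± 93.5 CPM, miR-216a-3p at 499.7 ± 62.4 CPM and miR-217-3p at 143 ± 31.2 CPM (n = 10 each). The duodenum came next for all 4, at 48.1, 13.4, 25.9 and 6.08 CPM. In the heart, miR-208a-3p was followed by the ovary with 1.90 ± 2.09 CPM (n = 5). Low amounts were measured for miR-494-5p in the adrenal (2.60 ± 0.971 CPM), miR-218-5p in the cerebrum (1.41 ± 0.732 CPM), miR-675-5p in the biceps femoris (1.05 ± 0.476 CPM) and miR-206-5p in the soleus (2.11 ± 0.721 CPM, n = 10 each).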

**Fig. 5:**
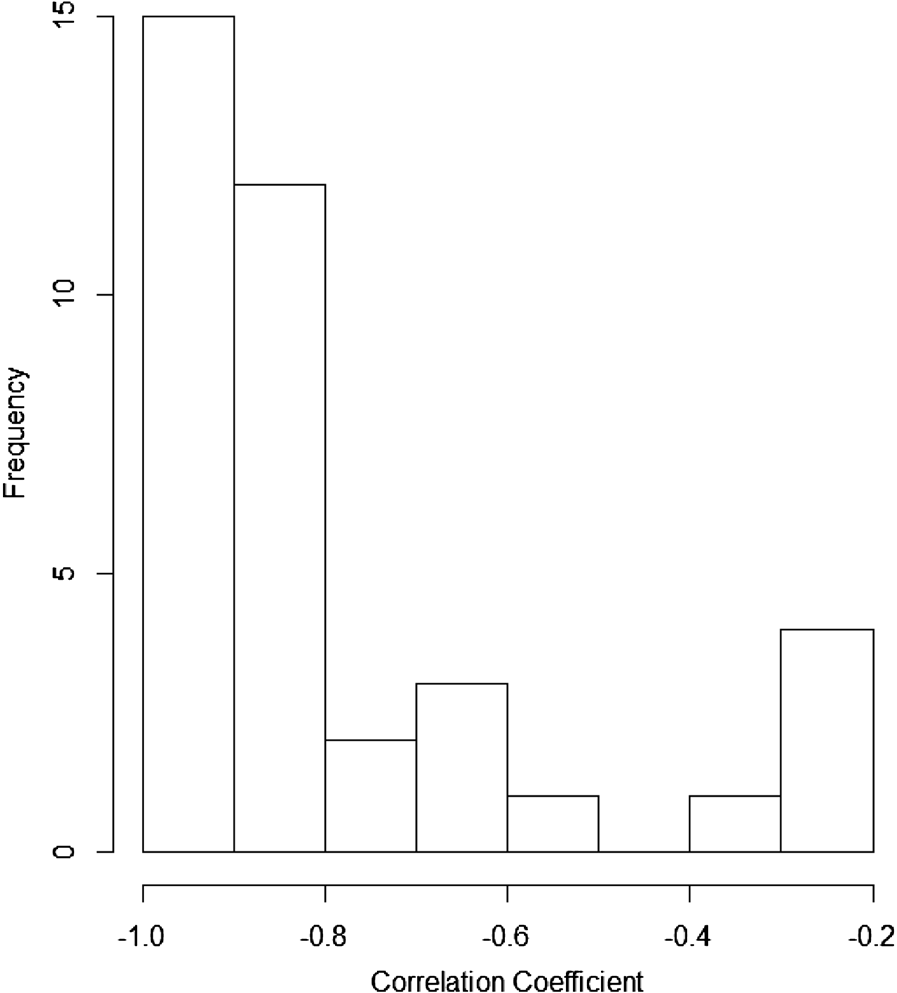
Correlation of qPCR analysis of tissue specific and/or enriched miRNAs. Tissue specific and/or enriched miRNAs were chosen according to tissues that lack or require additional biomarkers of organ status and were measured in 21 tissues from 3 female rats by qPCR. The qPCR data was compared to the sequencing raw counts for each miRNA. A perfect correlation is equal to − 1 because the Ct value decreases as sequencing abundance increases. Twenty seven of the thirty nine miRNAs tested correlated very well to the sequencing data with a correlation of − 0.8 to − 1.0, 8 miRNAs displayed a correlation of − 0.79 to − 0.57 and 4 miRNAs displayed poorer correlations from − 0.33 to − 0.22. MiRs-196c-5p and 206-5p were not amplified by qPCR and, therefore, did not display tissue specificity or enrichment by qPCR

While each institution was able to identify tissue specific and enriched miRNAs it is also imperative to understand whether the isomiRs of the tissue specific and enriched miRNAs are expressed in the same tissues as the parent miRNA as isomiR expression in other tissues could lead to inaccurate interpretation of serum miRNA profiles with respect to toxicity. 

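The pancreas share of an isomiR, its CPM in the pancreas divided by the sum of its CPM over the 19 tissues of the same rat, was compared with that of its parent. The parents were the 11 miRNAs of Table 2, and an isomiR was tested when it held at least 1% of its parent's pancreas counts, which left 97. For 77 of the 97, the mean difference from the parent was under 10 percentage points, and the median difference was -0.0888 points. It reached from -59.6 points for an isomiR of miR-141-3p to 35.3 points for an isomiR of miR-200c-3p. The former starts 1 base before the most counted sequence and was counted, in any tissue, in 8 of the 10 rats. Its pancreas share over these 8 was 12.5 ± 35.4% (SD) and exceeded the parent's in 1 of them, so it varied widely between rats. In runs of the first flow cell alone, a setting chosen after seeing the data, the differences reached from -31.6 to 82.9 points. In two-sided exact sign-flip permutation tests over the 10 rats, with adjustment over the 97, 34 isomiRs differed from their parent. Their share was lower than the parent's in 18 and higher in 16. The smallest p that 10 rats allow is 0.00195. The parent's own share was 93.6 ± 6.14% for miR-216a-5p, 92.0 ± 7.38% for miR-217-5p, 59.2 ± 5.88% for miR-375-3p and 14.9 ± 3.22% for miR-320-3p (SD, n = 10 rats). For miR-216a-5p the isomiR shares lay between 90.7 and 95.5%, and for miR-375-3p between 20.4 and 75.9%. The 20.4% (SD 42.0) belongs to an isomiR that starts 1 base before the most counted sequence, and the next lowest share was 45.8%. Of the tested isomiRs, 7 had more than 80% of their pancreas counts in a single library. All 7 start 1 base earlier than the most counted sequence. With isomiRs of at least 5% of the parent's counts alone, 11 differed.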

Eli Lilly investigated the isomiR expression of pancreas tissue specific and enriched miRNAs and the analysis revealed that isomiRs generally mirror their parent miRNA expression (Additional file 10: Figure S2), but some isomiRs are more tissue specific than others as shown for miR-215 in the intestines (Additional file 11: Figure S3) and miR-217-5p in the pancreas (Additional file 10: Figure S2). For example, the mature miR-217-5p sequence is 5′TACTGCATCAGGAACTGACTGG-3′ and the isomiR-217-5p sequence 5′-TACTGCATCAGGAACTGACTGGAC-3′ are both highly enriched in the pancreas, but the miR-217-5p isomiR lacks expression in the stomach, intestine and ovary while other isomiRs of miR-217-5p are expressed in the stomach, intestine and ovary (see the last miR-217-5p isomiR in Additional file 10: Figure S2). 

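The mature sequence TACTGCATCAGGAACTGACTGG was at 692 ± 219 CPM in the pancreas (SD, n = 10). The isomiR TACTGCATCAGGAACTGACTGGAC had 103 counts in the pancreas, at 2.88 ± 1.40 CPM, and was counted in all 10 libraries. In the 20 stomach, 30 intestine and 5 ovary libraries it had 0 counts. Elsewhere it had 3 counts in the adrenal library and 2 in the uterus library of rat 8, whose profiles lay closest to the jejunum and the duodenum, and 2 counts in the brainstem, in 2 libraries. All isomiRs of miR-217-5p together had 1996 counts in the stomach, 10856 in the intestine and 1631 in the ovary. At the ratio found in the pancreas, where the isomiR is 0.0481% of the miR-217-5p counts, 0.960 counts would be expected in the stomach, 5.22 in the intestine and 0.784 in the ovary. Its absence was therefore not detectable at this depth in the stomach and the ovary. For the intestine, 0 counts lie below the 5.22 expected. However, the 3 and 2 counts of rat 8 lie in libraries with the profile of the intestine, so absence from the intestine is not shown either. Of the ovary's miR-217-5p counts, 99.4% come from the library of rat 11, whose profile lay closest to the duodenum.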

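For parents highest in other organs, isomiRs of at least 1% of the parent's counts were compared with it by the organ of the highest mean CPM. miR-215 was highest in the jejunum (386400 ± 34382 CPM, SD, n = 10) and then in the ileum (209670 ± 20839 CPM), with a log2 fold change of 1.00 between both that was not past the threshold (standard error 1.21). That standard error reflects the spread over all tissues, libraries with another profile included, and not that of the jejunum and the ileum alone. All 3 of its isomiRs were highest in the intestine, but 1 of them had only 0.0168% of its summed tissue means in the jejunum, where the parent had 42.6%. In ileum rat 3, 48.25% of the reads had another 5′ end than the most counted sequence, and in duodenum rat 8 46.98%. Both libraries hold a run on lane 8 of 1 flow cell. The highest share in a jejunum library was 3.409%. Whether this isomiR comes from that lane was not tested. miR-192-5p was at 220750 ± 21197 CPM in the ileum, 183380 ± 19254 CPM in the jejunum and 148290 ± 13887 CPM in the liver (n = 10 each). The log2 fold change of ileum over jejunum was 0.22 (standard error 0.74, adjusted p = 0.894), and 4 of its 8 isomiRs were highest in the intestine. mir-3473f-pre was at 334 ± 92.4 CPM in the testis (n = 5), and 9 of its 12 isomiRs were highest there. Its log2 fold change over the dorsal root ganglion (8.65 CPM, 2 pools) was 4.70 (standard error 0.76, adjusted p = 1.0e-07), and all 5 testis libraries lay above both pools.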

IsomiRs in other tissues such as isomiRs of miR-215 in the intestine (Additional file 11: Figure S3), miR-192-5p in the liver (Additional file 12: Figure S4) and miR-3473f-pre in the testis (Additional file 13: Figure S5 and Additional file 14: Figure S6) display similar isomiR expression. It appears that interpretation of serum miRNA toxicity biomarker data should not be compromised by expression of isomiRs from tissues lacking parent miRNA expression.

### Rat and dog Pancreas toxicity studies

Conserved pancreas tissue enriched miRNAs were examined in the rat and dog models of caerulein pancreatic toxicity in order to begin to characterize miRNAs as species translatable serum based biomarkers of pancreatic injury (Table 2). Rats were treated with vehicle, 15 and 50 μg/kg of caerulein and the serum was examined for clinical chemistry and miRNA changes at 1, 4, 8, 24 and 48 h with histopathologic assessment of organs at 8, 24 and 48 h. Minimal and slight pancreatic necrosis was noted in 4 vehicle treated rats at 24 and 48 h which had no clinical chemistry or miRNA correlates and were considered to be consistent with common background while minimal, slight, moderate and marked pancreatic necrosis was noted in the 15 and 50 μg/kg treated rats that was interpreted to be dose related (Fig. 6). Clinical chemistry parameters including amylase and lipase (markers of pancreas injury), miR-122-5p (liver enriched), miR-133a-3p (muscle enriched), 148a-3p (pancreas enriched), 208a-3p (heart enriched) and pancreas miRNAs conserved between rat and dog (Table 2) were examined for changes in the serum. MiR-216a-5p, amylase and lipase were increased in the serum concurrently at 1 h, remained elevated until 8 h while miR-216a-5p remained elevated until 24 h. MiR-217-5p displayed similar kinetics to miR-216a-5p except miR-217-5p generally had a larger dynamic range and remained elevated until 48 h. Both miRs-216a-5p and 217-5p displayed much larger dynamic ranges than amylase or lipase and remained elevated longer. MiR-216b-5p displayed serum increases that were kinetically similar to amylase and lipase, but had a dynamic range that was less than lipase and greater than amylase. MiR-375-3p was increased from 4–24 h in the 15 and 50 μg/kg groups and returned to approximately vehicle level by 48 h. The pancreas enriched miRNAs conserved between rat and dog (miR-101c, 141-3p, 148a-3p, 193b-3p, 200c-3p,) that were tested displayed increases in the serum similar to amylase (data not shown), whereas miRs 320-3p, 4286 and 5100 were not increased (Fig. 7 and statistical analysis Additional file 15: Table S7).

**Table 2:** Pancreas enriched miRNAs conserved between rat and dog

Rat pancreas	Sequence (5′-3′)	Dog Pancreas	Sequence (5′-3′)
miR-101c	**T**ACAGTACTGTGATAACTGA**TC**	miR-101c	ACAGTACTGTGATAACTGACC
miR-141-3p	TAACACTGTCTGGTAAAGATG	miR-141	TAACACTGTCTGGTAAAGATG
miR-193b-3p	AACTGGCCCACAAAGTCCCGCT	miR-193a-3p	AACTGGCC**T**ACAAAGTCCC**A**G**T**T
miR-200c-3p	TAATACTGCCGGGTAATGATGGA	miR-200c	TAATACTGCCGGGTAATGATGGA
miR-216a-5p	TAATCTCAGCTGGCAACTGTG	miR-216a	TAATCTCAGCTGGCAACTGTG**A**
miR-216b-5p	AAATCTCTGCAGGCAAATGTGA	miR-216b	AAATCTCTGCAGGCAAATGTGA
miR-320-3p	AAAAGCTGGGTTGAGAGGGCGA	miR-320b;miR-320c	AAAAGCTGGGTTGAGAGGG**AA**
miR-4286	ACCCCACTCCTGGTACCA	miR-4286	ACCCCACTCCTGGTACCA
miR-5100	ATCCCAGCGGTGCCTCCA	miR-5100	**GTTCGA**ATCCCAGCGGTG
miR-217-5p	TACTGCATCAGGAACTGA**CTGGA**	miR-217	**A**TACTGCATCAGGAACTGATT
miR-375	TTTGTTCGTTCGGCTCGCGTGA	miR-375	TTTGTTCGTTCGGCTCGCGTGA

Tissue enriched miRNAs conserved between rat and dog were identified and are shown above. These miRNAs were analyzed for changes in the serum in rat and dog caerulein toxicology studies. 

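Of the miRNAs of Table 2, the CPM of miR-101c was highest in the pancreas, at 7.94 ± 3.06 CPM (SD, n = 10), and then in the heart, at 3.46 ± 1.34 CPM, without a difference past the threshold (log2 fold change 0.97, standard error 0.40, adjusted p = 0.0658). miR-193b-3p was at 132 ± 38.7 CPM in the pancreas and 152 ± 26.9 CPM in the biceps femoris. miR-320-3p was at 551 ± 143 CPM in the pancreas and 448 CPM in the dorsal root ganglion (2 pools). miR-4286 was at 14.3 ± 4.38 CPM in the pancreas and 9.27 ± 2.80 CPM in the liver. miR-5100 was at 13.0 ± 5.71 CPM in the pancreas and 22.5 ± 31.7 CPM in the ileum (n = 10 each).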

Bases underlined indicate bases that are not conserved between the rat and dog isomiRs with the highest sequencing counts

**Fig. 6:**
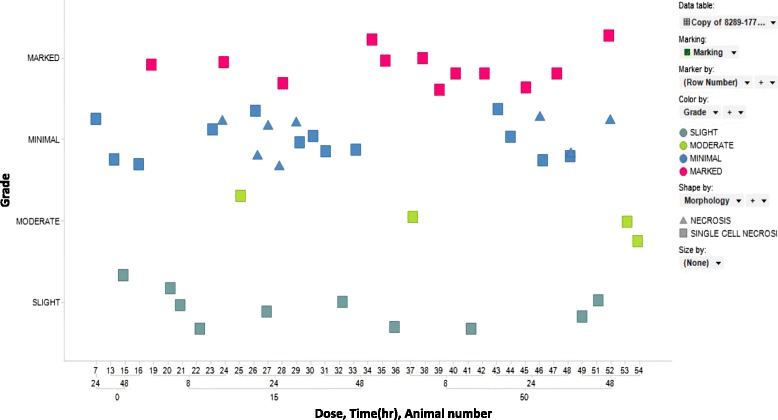
Histopathologic assessment of the pancreases of rats treated with 15 and 50ug/kg of caerulein. Histopathologic assessment of organs was performed at 8, 24 and 48 h with dose, time and animal number indicated on the x-axis and the grade of injury indicated on the y-axis (grey-blue indicates slight injury, green indicates moderate injury, blue indicates minimal injury and pink indicates marked injury). Rat pancreases displayed minimal and slight pancreatic necrosis in 4 vehicle treated rats at 24 and 48 h while dose responsive increases in the severity of necrosis was noted in the 15 and 50ug/kg treatred rats at 8, 24 and 48 h

**Fig. 7:**
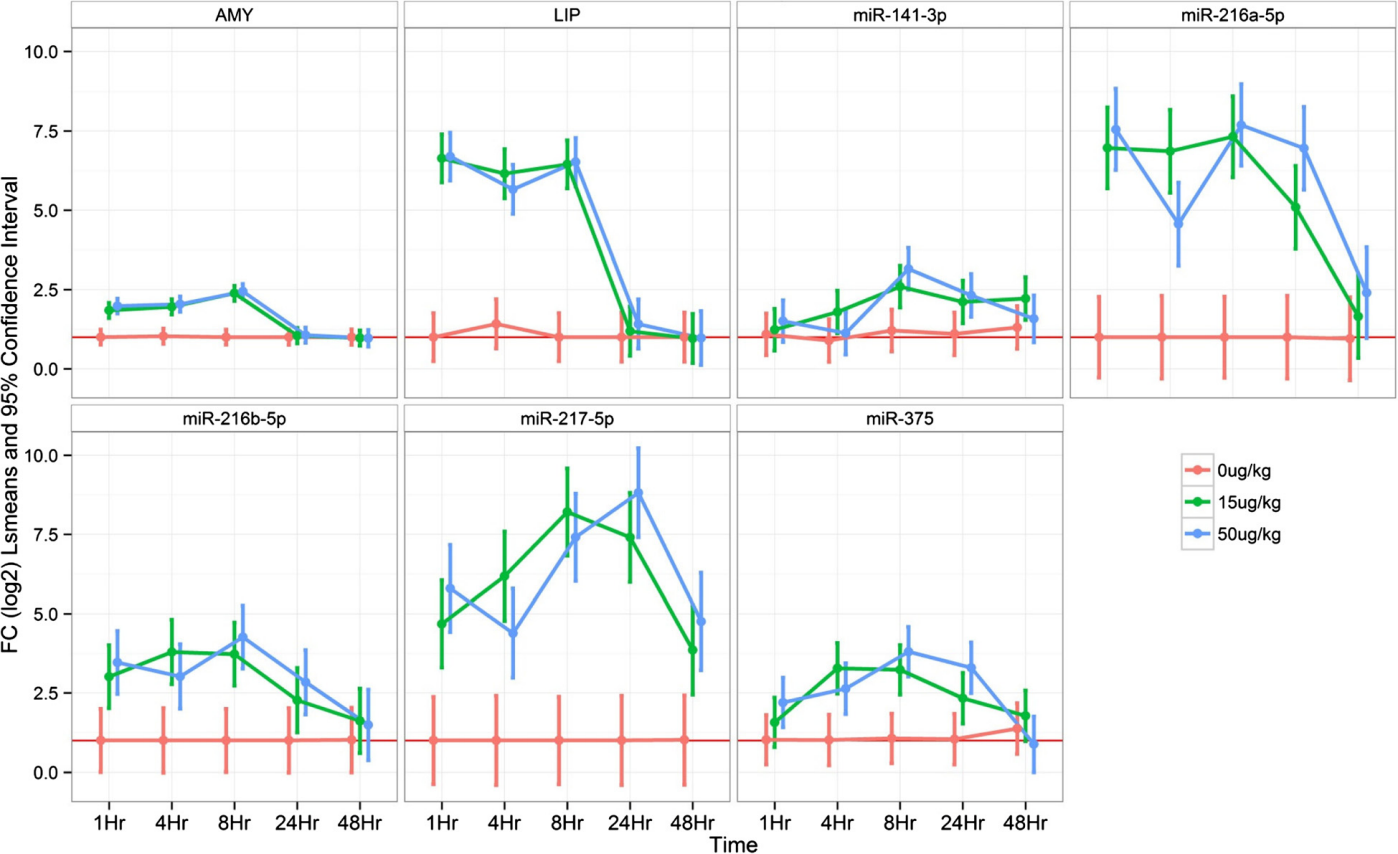
Clinical chemistry and serum miRNA analysis of caerulein treated rats. Rats treated with 0, 15 and 50ug/kg of caerulein were examined for clinical chemistry and miRNA changes (doses are indicated by red, green and blue respectively). Time is indicated on the x-axis and the log 2 of the fold change, the mean as well as 95 % confidence interval are indicated on the y-axis. miRNAs were incereased in the serum of rats with 15 and 50 ug/kg of caerulein coincident with increases in amylase and lipase with maximal increases occurring at 8–24 h for miRs-216a-5p, 217-5p and 375-3p. Values are normalized to vehicle and to the cel-miR-55-3p spike in

Marshall beagle dogs were treated with vehicle, 3, 15 and 45 μg/kg of caerulein and the serum was examined for clinical chemistry and miRNA changes at 1, 4, 8, 24, 48 and 72 h with histopathologic assessment of organs at 24 and 72 h. Pancreatic necrosis was noted in 1 dog at 24 h in the 15 μg/kg group and 24 and 72 h in the 45 μg/kg group (Fig. 8). Amylase and lipase were not increased greater than two fold in the vehicle or 3 μg/kg treated dogs at any time point. Amylase and lipase were increased in the 15 μg/kg treated dogs with the largest increases at 1 h and decreasing by 8–24 h while both were increased maximally at 4-8 h in the 45 μg/kg treated group. MiR-216b-5p was increased in 1 vehicle treated animal and miR-217-5p was increased in 2 vehicle treated animals with no histopathologic or clinical chemistry correlates (data not shown). In 3 μg/kg treated dogs miR-216b-5p and miR-141-3p were increased at some time points, but miR-216b-5p was not increased beyond the level of the vehicle treated dog and did not display consistent time dependent increases. MiR-141-3p and miR-216a-5p were increased beyond vehicle treated dogs and did not display consistent time dependent increases. MiR-375-3p did display increases as compared to vehicle reaching its maximum increase at 1 h and remaining elevated until 24 h. In 15 μg/kg treated dogs miRs-216a-5p, 216b-5p, miR-375-3p and 141-3p were increased in a time dependent manner with maximal increases at 4–8 h (Fig. 9 and statistical analysis Additional file 16: Table S8). MiR-216a-5p displayed the greatest dynamic range reaching as high as 103 fold above vehicle. In the 45 μg/kg treated dogs amylase, lipase and miRNAs displayed dose and time dependent increases. MiR-216a-5p was increased maximally at 4–8 h and remained elevated until 72 h while levels as high as 5,494 fold above vehicle were observed in individual animals. MiR-216b-5p reached levels as high as 649 fold above vehicle in individual animals and remained elevated until 24 h. The remaining miRNAs did increase and remained elevated generally as long, but not to the degree of miRs-216a-5p and 216b-5p. Interestingly, liver enriched miR-122-5p was increased in a dose and time dependent manner while AST and ALT were increased in the 45 μg/kg treated dogs while no histopatholgic correlate was observed (data not shown). The rat caerulein study did not generate similar miR-122 increases. As demonstrated by these studies, miRNAs can serve as species translatable serum based biomarkers of pancreatic injury.

**Fig. 8:**
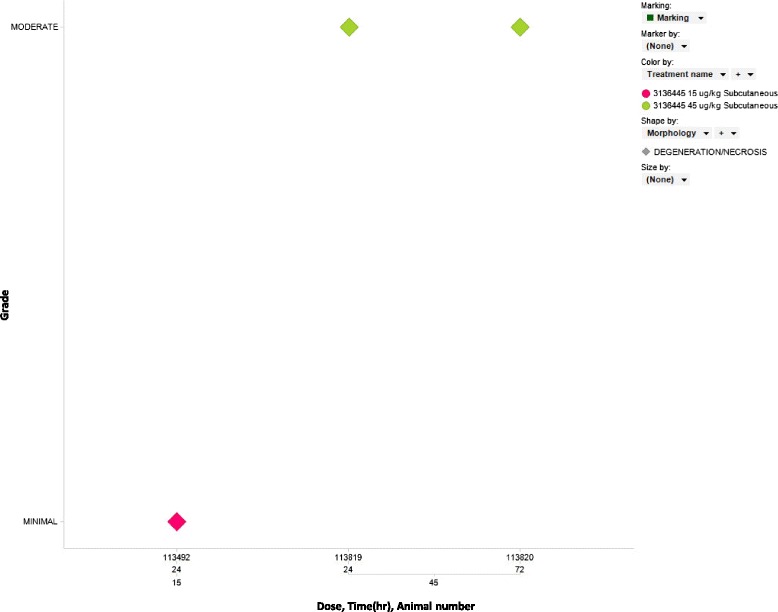
Histopathologic assessment of the pancreases of dogs treated with caerulein. Marshall beagle dogs were treated with 3, 15 and 45 ug/kg of caerulein and histopathologic assessment of organs was performed at 24 and 72 h with dose, time and animal number indicated on the x-axis and the grade of injury indicated on the y-axis (pink indicates minimal injury and green indicates moderate injury). Pancreatic degeneration/necrosis was not noted in dogs treated with 3ug/kg of caerulein. Pancreatic degeneration/necrosis was noted in 1 dog at 24 h in the 15ug/kg group and displayed dose dependent increases in severity at 24 and 72 h in the 45ug/kg group

**Fig. 9:**
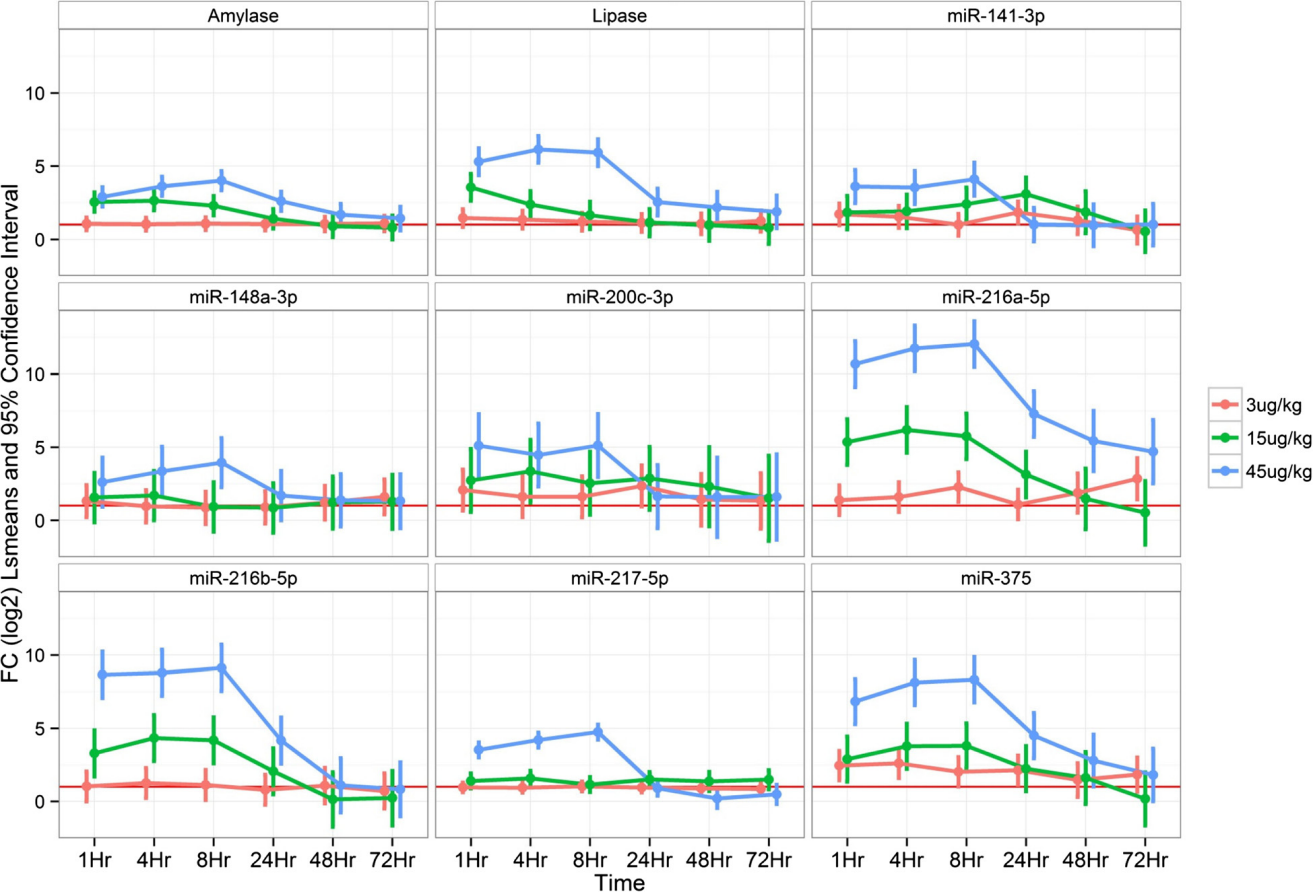
Clinical chemistry and serum miRNA analysis of caerulein treated dogs. Dogs treated with 3, 15 and 45 ug/kg of caerulein were examined for clinical chemistry and serum miRNA changes (doses are indicated by red, green and blue respectively). Time is indicated on the x-axis and the log 2 of the fold change, the mean as well as 95 % confidence interval are indicated on the y-axis.. miRNAs were increased in the serum of dogs trreated with 3ug/kg of caerulein prior to increases in amylase and lipase. miRNAs were dose dependently increased in the serum of dogs treated with 15 and 45 ug/kg of caerulein and correlated to amylase and lipase increases while miR-216a-5p remained elevated until 24 h. Values are normalized to vehicle and to the cel-miR-55-3p spike in

## Discussion

We have generated a rat miRNA body atlas and identified an additional ~1200 potential miRNAs in the rat as compared to the current number of rat miRNAs in miRBase v21. We have also confirmed many previously identified tissue specific and enriched miRNAs and have discovered many previously unknown rat tissue specific and enriched miRNAs. Rat and dog miRNA atlases were compared in order to determine which miRNAs are conserved and may represent species translatable biomarkers of organ injury. Subsequently, the conserved pancreas enriched miRNAs in rats and dogs were demonstrated in pancreas toxicology studies to be sensitive blood-based biomarkers of caerulein induced pancreatic injury in both species.

The aims of this study were 3 fold. First we sought to comprehensively catalogue the miRNA and isomiR content of the major organs of toxicologic interest in the rat in order to discover potential miRNA biomarkers of organ injury. Secondly, we wanted to identify tissue specific and tissue enriched miRNAs that may serve as biomarkers of organ injury. Thirdly, we wanted to test tissue specific and/or enriched miRNAs that are conserved in the rat and dog in toxicology studies to determine whether conserved miRNAs could be used as serum based biomarkers of organ injury in both species. While others have generated similar data using microarray or qPCR, next generation sequencing is advantageous in that it allows for the discovery of miRNA sequences without the need for prior genome annotation [41]. Analysis of the sequencing data refined the tissue specific/enrichment of previously reported tissue specific miRNAs and revealed many previously undiscovered tissue specific and enriched miRNAs.

### Identification of tissue specific and enriched miRs and isomiRs

Independent data analysis, utilizing different techniques, was performed by members of HESI. Approximately 165 tissue enriched miRNAs were found to be in common between the data analysis methods and additional tissue enriched miRNAs were identified by each institution. In order to ensure that interpretation of serum miRNA profiles is reflective of organ specific toxicity we sought to determine the tissue specificity and enrichment of the isomiRs of tissue specific and enriched miRNAs identified by Eli Lilly. 

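The deposited isomiR table holds 264294 sequences, of 17 to 51 bases, under the same 7534 names as the miRNA table. For the names tested as parents, it holds 621 sequences for miR-217-5p, 606 for miR-216a-5p, 669 for miR-375-3p, 851 for miR-215, 1332 for miR-192-5p and 1284 for mir-3473f-pre. In the pancreas, 602 sequences of miR-217-5p had a count.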

Eli Lilly identified many sequences that mapped to mature miRNAs which consisted of sequences that differed from the mature miRNA sequence. These sequences, termed isomiRs [26] contained additional bases on the 5′ and 3′ ends as compared to the reference miRNA sequences and were also evaluated for tissue specificity and enrichment. We determined that the isomiRs of tissue specific and enriched miRNAs, with some exceptions, did generally mirror the expression of the reference miRNA sequence indicating that serum miRNA profiles should accurately reflect organ toxicity. Some isomiRs did display increased tissue specificity/enrichment as compared to the parent miRNA and these could serve as more specific markers of organ injury when faced with multiple organ toxicity.

Eli Lilly’s definition of a tissue enriched miRNA was purposefully vague because some miRNAs may be expressed in multiple organs at a higher level than the remaining organs, but may still be reasonable candidate biomarkers of organ injury depending on the observed toxicity. It is possible that a miRNA that is enriched in several tissues could be a useful marker of tissue injury if toxicity is restricted to a single organ that the miRNA is expressed in. In the face of multiple organ toxicity this approach may not be reasonable unless additional biomarkers could improve interpretation of the injury. Consequently, some miRNAs may not appear to be particularly tissue enriched as shown in Additional file 5: Figure S1.

### Rat and dog Pancreas Toxicity Studies

In order to characterize pancreas enriched miRNAs conserved between rat and dog as potential biomarkers of pancreatic injury we conducted rat and dog caerulein studies in which animals were treated with caerulein and concurrent clinical chemistry and histopathology were assessed along with miRNA changes in time course studies. Amylase and lipase increases were noted from 1–8 h in rats in both 15 and 50 μg/kg dose groups while pancreatic necrosis was noted at 8, 24 and 48 h. MiR-375-3p has been reported to be enriched in islets and the miRNA with the highest intra-islet expression [38] and in our study was increased from 4–24 h in the 15 and 50 μg/kg groups, returning to approximately vehicle level by 48 h. MiR-216a-5p and miR-217-5p remained elevated in the serum of rats longer than amylase or lipase and had a much greater dynamic range which could be advantageous if detection of pancreatic injury is not able to be examined at earlier time points.

Dogs treated with caerulein displayed serum amylase and lipase increases in the 15 μg/kg group from 1–8 h while showing increases in the 50 μg/kg group from 1–24 h. MiR-216a-5p levels increased prior to amylase and lipase and correlated well to amylase and lipase in the 15 and 50 μg/kg groups, but remained elevated longer and to a much larger degree than amylase and lipase. MiR-216b displayed similar kinetics to miR-216a-5p, but with a reduced dynamic range while miR-217-5p displayed increases similar to amylase. Interestingly, miR-217-5p displayed very large increases for the longest amount of time in the rat and this result was not reflected in the dog. This difference could reflect species differences in the toxicity of the compound, differences in the relative amount of the miRNA in dog pancreas or differences in the stability or clearance of the miRNA in dog serum. MiRs-141-3p and 200c-3p appeared to increase prior to amylase or lipase in the 3 μg/kg group and displayed increases similar to amylase in the 15 and 45 μg/kg groups while miR-148a-3p displayed increases similar to amylase. MiR-375-3p was increased prior to amylase and lipase at 3 μg/kg, correlated well with amylase and lipase in the 15 and 45 μg/kg dose groups and had a much larger dynamic range in the dog study as compared to the rat study. The other conserved pancreas enriched microRNAs tested were not correlated to clinical chemistry or histopathologic changes. These observations are important and demonstrate that miRNAs may display different kinetics in different species. Therefore, different miRNAs may have more favorable characteristics as biomarkers in different species and should be thoroughly investigated in each.

Interestingly, liver enriched miR-122-5p was increased in a dose and time dependent manner while AST and ALT were increased in the 45ug/kg treated dogs with no observed histopatholgic correlate. The rat caerulein study did not generate similar miR-122 increases. It is possible that, due to species differences in injury and physical proximity, pancreatic damage induced by caerulein in dogs caused some perturbation of the membranes of hepatocytes resulting in AST, ALT and miR-122-5p increases in the serum while not producing similar results in the rat. Additionally, individual rats and dogs displayed large differences in the amount of miRNA increased in the serum. This may be due to individual animal variation in the pancreatic damage, differing stability of the miRNAs or lack of miRNA normalization similar to tubulin or GAPDH used for mRNA comparisons as all samples were normalized by serum volume.

We tested several conserved pancreas enriched miRNAs in rat and dog pancreas toxicity studies and determined that the miRNAs perform as well or better than traditional markers of pancreas injury. Based on these studies miR-216a-5p displayed the largest dynamic range and correlated well with amylase and lipase indicating that it is the best translatable miRNA biomarker that correlated to pancreatic injury from rat to dog. It is possible that additional pancreas specific and/or enriched miRNAs may supplement the interpretation of pancreatic injury or serve as better biomarkers than miR-216a-5p in pancreatic toxicity studies utilizing different pancreatic toxicants. The data generated in this study verified our rationale for generating a library of rat tissue/organ specific and enriched miRNAs. These data can serve as a resource for future research by the scientific community for discovery and characterization of additional miRNA biomarkers as well as a resource for more comprehensive isomiR analysis.

### Additional considerations

While the work here has advanced the knowledge of the miRNA and isomiR content of rat organs it is important to note that the quantitative capacity of miRNA sequencing may be inaccurate due to ligase bias as certain miRNAs may be under or over-represented and potentially not detected [42–44]. The sequencing data and subsequent analysis did identify many tissue enriched miRNAs previously discovered through other methods, therefore it is reasonable to infer that ligase bias may not be dependent on the RNA content of a particular sample, but may be dependent on the base composition of an individual miRNA. 

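Of all counts in the 10 pancreas libraries, miR-216a-5p took 0.504 ± 0.0944% (SD, n = 10), miR-375-3p 3.72 ± 0.485% and the single name miR-148a-3p 0.00228 ± 0.00174%. The composite name that joins miR-148a-3p with a predicted miRNA on chromosome 4 took 59.4 ± 3.40%, so that the share of miR-148a-3p depends on whether the composite is counted with it. The names with the next highest shares were miR-27b-3p (5.04 ± 0.306%), miR-26a-5p (3.20 ± 0.393%) and miR-30a-5p (2.85 ± 0.555%). These shares are of counts after ligation and amplification, and no measurement in the deposited tables is free of ligation.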

Ligase bias most certainly affected the quantitative capacity of miRNA sequencing in this study (Additional file 17: Figure S7 and Additional file 18: Figure S8) as the quantitation of miRs-216a-5p, 375-3p and 148a-3p did differ between the sequencing data and qPCR. It is also possible that ligase bias could affect quantitation of isomiRs and this could affect which miRNA sequences are targeted for detection in the serum by qPCR or other technologies. 

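For 10 of the 11 miRNAs of Table 2, the rat sequence of the table was the most counted sequence of that miRNA in the pancreas, and for 8 of them it was so in each of the 10 rats. For miR-141-3p it was TAACACTGTCTGGTAAAGATG, with 558357 of 638257 counts (87.5%), and for miR-375-3p TTTGTTCGTTCGGCTCGCGTGA, with 819663 of 1346615 counts (60.9%). For miR-217-5p it was TACTGCATCAGGAACTGACTGGA, with 96097 of 214218 counts (44.9%). For miR-216a-5p the most counted sequence was TAATCTCAGCTGGCAACTGTGA, with 38564 of 180179 counts (21.4%). The sequence of the table, TAATCTCAGCTGGCAACTGTG, came next with 34993 counts (19.4%). The former was first in 7 of the 10 rats and the latter in 2. Few counts stand behind miR-101c (293 counts), miR-4286 (474) and miR-5100 (447).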

QPCR assays in the caerulein studies conducted here were chosen based upon the sequences that aligned to the mature miRNA with the highest expression level. This may have resulted in picking an isomiR sequence that was expressed at a different level than the sequencing data indicated. If a miRNA is not expressed at a high level in a tissue then it would be reasonable to conclude that little would be detectable in the serum and this could be an additional reason why some miRNAs did not appear to perform as well as others in the toxicology studies conducted here. In addition, as methods for improving ligase bias improve, reanalysis of the miRNA content of rat organs may need to be performed or analytical models may be developed that could account for ligase bias to gain a true understanding of miRNA quantity in each organ and potentially detect additional miRNAs. IsomiRs generally displayed more variation on the 3′ ends which can affect the selection of the most appropriate qPCR assay to use for detection, therefore selection of the sequence present in the greatest amount should result in optimal detection of injury if the miRNA is released upon cellular injury, stable in the blood, present in sufficient amount and ligase bias is not a confounding factor. 

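For each library, the share of reads with another 3′ end and with another 5′ end than the most counted sequence of the same miRNA was computed over single names with at least 100 counts, between 84 and 349 miRNAs per library. The median over the 215 libraries was 31.5% for the 3′ end and 3.91% for the 5′ end, and the median difference within a library was 27.2 percentage points. The 3′ share was the larger in 203 of the 215 libraries. Libraries of the same rat are not independent, so no p is given over libraries. With 1 value per rat, the median over its libraries and a setting chosen after seeing the data, the difference was 23.8 to 30.4 points and above 0 in all 10 rats (two-sided exact sign test, p = 0.00195). The 12 other libraries all hold a run on lane 8 of the same flow cell. On that lane 48.1 to 61.8% of the reads of a run had another 5′ end, whereas the largest share in any of the 444 other runs was 20.5%. In runs of the first flow cell alone, also chosen after seeing the data, the 3′ share was the larger in all 215 libraries. By tissue, the median 3′ share lay between 22.8% in the biceps femoris and 52.7% in the non-glandular stomach.

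**Figure D4:**
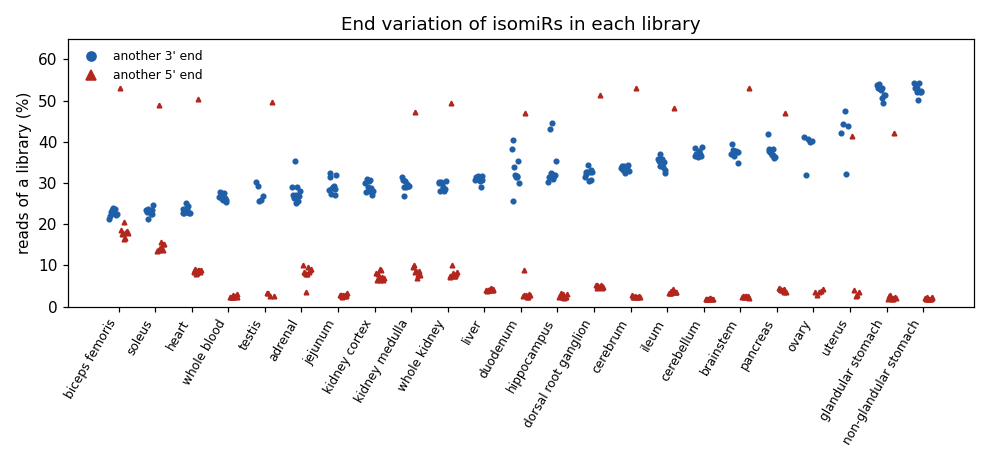
Percent of reads with another 3′ end (circles) and another 5′ end (triangles) than the most counted sequence, per library and by tissue. Triangles above 40% belong to libraries with a run on lane 8 of the same flow cell.

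**Figure D5:**
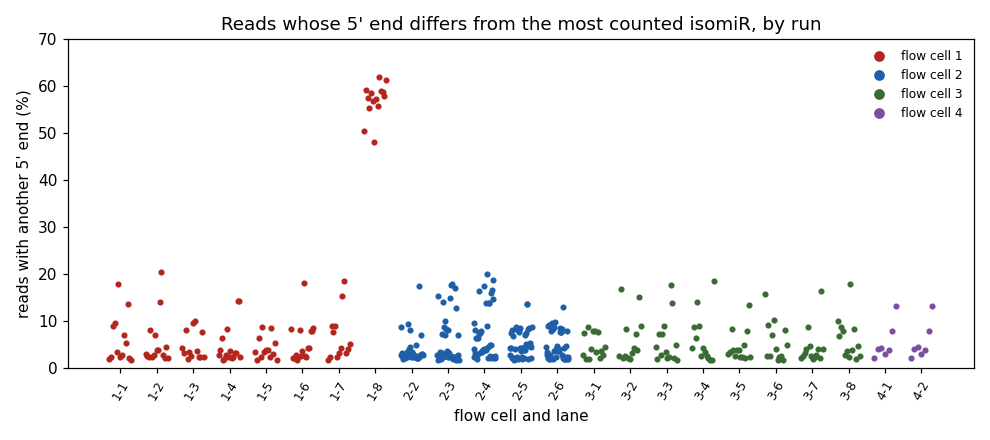
Percent of reads with another 5′ end per run, by flow cell and lane. The 14 runs of that lane lie between 48.1 and 61.8%.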

Improvements in the quantitative capacity of miRNA sequencing could also result in changing which miRNA is defined as the mature miRNA sequence in miRBase and other miRNA cataloguing databases.

An advantage of miRNAs as biomarkers of organ injury is the potential for species translatability of the biomarker for organ toxicity using the same assay to detect the miRNA. It is possible that expression of miRs and isomiRs could change in the tissues of compound treated animals. Therefore, it would be worthwhile to determine if the tissue specificity/enrichment and expression levels of miRNA sequences change in response to toxic insult. Ultimately, toxicology studies examining the kinetics of tissue specific and enriched miRNAs utilizing a variety of compounds eliciting toxicity in a particular organ in different species will likely be needed to establish which microRNAs are the best species translatable serum based biomarkers of organ injury. Studies may also need to be conducted with a wide variety of toxicants to determine which miRNAs are subject to the least amount of change in expression level in serum in order to determine if a serum miRNA could be used for normalization. Additionally, determining reference ranges for miRNAs of interest will be a topic that will need to be investigated with additional toxicology studies in the future. This could assist researchers in determining what degree of change correlates to what degree of organ injury. Clearly, miRNAs will need to be rigorously evaluated in a manner similar to other biomarkers [45, 46]. While the major organs of toxicologic interest were examined, not all tissues in the rat or dog were examined. Therefore, tissues such as the thyroid, parathyroid, lung, spleen, fat, bone, cartilage, skin, spinal cord, peripheral neurons and other tissues could also be examined in future studies for their miRNA content. Moreover, as shown in this study, different data analysis methods can generate different numbers of tissue enriched miRNAs. These data may yield additional candidate biomarkers of organ injury if different data analysis methods are employed.

As further characterization of serum miRNA biomarkers is conducted, a qPCR based panel or a method utilizing multiplexing of miRNAs representative of each organ with multiple miRNAs per organ may be generated and used regularly in toxicology studies utilizing biomarkers as the major or a complimentary method for determining organ toxicity. This method could ultimately detect toxicity in organs with validated miRNA biomarkers using a small volume of serum and may significantly reduce the cost of preclinical and clinical drug development.

## Conclusions

Using a next generation sequencing approach, we have generated a rat miRNA body atlas. In that process we discovered an additional 1,162 potential rat miRNAs, verified previously identified tissue specific and enriched miRNAs, identified many new tissue specific and enriched miRNAs, and analyzed isomiR expression of tissue specific and enriched miRNAs. In addition, we provided proof of concept that pancreas enriched miRNAs conserved between rat and dog could be used as serum based markers of pancreatic injury in rat and dog caerulein toxicology studies. In collaboration with Takeda and HESI we have analyzed the dog miRNA sequencing data and determined which tissue specific and enriched miRNAs were conserved between the 2 species. Finally, we determined that miR-216a-5p appears to perform as well or better as a marker of pancreatic injury than amylase, lipase or other pancreas enriched miRNAs in rat and dog caerulein toxicity studies.

## Additional files

Additional file 1: Supplementary Methods. Eli Lilly miRDeep 2 novel miRNA identification (DOCX 13 kb) Additional file 2: Sequences of miRNAs and Exiqon qPCR assay identification. (XLSX 14 kb) Additional file 3: Table S1. List of miRNAs in common in HESI analysis. Tissue enriched miRNAs mutually identified by independent data analysis techniques employed by Eli Lilly, NIEHS and Maastricht University are listed including tissue (s) in which the miRNA is most abundantly expressed. Sequences of miRNAs and Exiqon qPCR assay identification. (XLSX 12 kb) Additional file 4: Table S2. Tissue specific and enriched miRNAs identified by Lilly. Tissue specific and tissue enriched miRNAs identified by Eli Lilly are listed under the organ in which they are most abundantly expressed. Tissue specific miRNAs are in bold text and tissue enriched miRNAs are in non-bold text. (XLSX 21 kb) Additional file 5: Figure S1. Tissue specific and enriched miRNAs identified by Lilly. Tissue specific and enriched miRNAs identified by Eli Lilly are displayed in a heat map with tissues listed on the X-axis and miRNAs listed on the Y-axis. Expression levels are indicated by a range of colors with blue indicating low expression and red indicating high expression. *P*-values are included next to each miRNA indicating the degree of tissue specificity and/or enrichment. Some miRNAs may be enriched in several tissues resulting in a high *p*-value. (PDF 88 kb) Additional file 6: Table S3. Tissue Enriched miRNAs identified by NIEHS. Tissue enriched miRNAs identified by NIEHS are listed under the organ in which they are most abundantly expressed. (XLSX 42 kb) Additional file 7: Table S4. Tissue Enriched miRNAs identified by Maastricht University. Tissue enriched miRNAs identified by Maastricht University are listed under the organ in which they are most abundantly expressed. (XLSX 18 kb) Additional file 8: Table S5. MiRNAs tested in qPCR validation. Tissue enriched miRNAs and their sequences are displayed. MiRNA abundance was measured through qPCR in order to correlate their tissue enrichment status to deep sequencing results. (XLSX 15 kb) Additional file 9: Table S6. Correlations of miRNAs to sequencing data. Correlation of tissue enriched miRNA measurements using deep sequencing and qPCR are depicted with a correlation of −1.0 being highly correlated and −0.0 representing poor correlation. (XLSX 10 kb) Additional file 10: Figure S2. IsomiRs of pancreas enriched miRNAs. The isomiRs of pancreas enriched miRNAs and their sequences are displayed in a heat map with tissues listed on the X-axis and isomiRs listed on the Y-axis. Expression levels are indicated by a range of colors with blue indicating low expression and red indicating high expression. IsomiRs of miR-217-5p display more expanded or restricted expression with respect to tissues. (PDF 17 kb) Additional file 11: Figure S3. IsomiRs of miR-215 in the intestine. The isomiRs of select intestine enriched miRNAs and their sequences are displayed in a heat map with tissues listed on the X-axis and isomiRs listed on the Y-axis. Expression levels are indicated by a range of colors with blue indicating low expression and red indicating high expression. IsomiRs of miR-215 display more expanded or restricted expression with respect to tissues. (PDF 13 kb) Additional file 12: Figure S4. IsomiRs of miR-192-5p in the liver. The isomiRs of select liver enriched miRNAs and their sequences are displayed in a heat map with tissues listed on the X-axis and isomiRs listed on the Y-axis. Expression levels are indicated by a range of colors with blue indicating low expression and red indicating high expression. IsomiRs of miR-192-5p display more expanded or restricted expression with respect to tissues. (PDF 14 kb) Additional file 13: Figure S5. miR-3473f-pre isomiRs in the testis. The isomiRs of select testis enriched miRNAs and their sequences are displayed in a heat map with tissues listed on the X-axis and isomiRs listed on the Y-axis. Expression levels are indicated by a range of colors with blue indicating low expression and red indicating high expression. IsomiRs of miR-3473f-pre display more expanded or restricted expression with respect to tissues. (PDF 14 kb) Additional file 14: Figure S6. miR-3473f-pre isomiRs in the testis. The isomiRs of select testis enriched miRNAs and their sequences are displayed in a heat map with tissues listed on the X-axis and isomiRs listed on the Y-axis. Expression levels are indicated by a range of colors with blue indicating low expression and red indicating high expression. IsomiRs of miR-3473f-pre display more expanded or restricted expression with respect to tissues. (PDF 14 kb) Additional file 15: Table S7. P-values of rat caerulein toxicity study. Statistical analysis of miRNA and clinical chemistry biomarkers measured in the rat caerulein toxicity study are presented in this table with their associated fold changes and *p*-values indicated at 1 h (yellow), 4 h (green), 8 h (blue), 24 h (orange) and 48 h (gray). (XLSX 13 kb) Additional file 16: Table S8.
*P*-values of dog caerulein toxicity study. Statistical analysis of miRNA biomarkers measured in the dog caerulein toxicity study are displayed in this table with their associated p-values, Lsmean, lower confidence intervals, upper confidence intervals and t ratios indicated at 1 h (yellow), 4 h (green), 8 h (blue), 24 h (orange) and 48 h (gray) for the each dose group. (XLSX 27 kb) Additional file 17: Figure S7. Representation of rat miRNA sequencing data. Rat miRNA sequencing data is represented with the normalized reads per million on the Y-axis and the tissues on the X-axis. Each color within the figure represents an individual miRNA while the height of the colored bar represents the percentage of reads that a particular miRNA makes up within that tissue. MiRs-216a-5p, 375-3p and 148a-3p are indicated in the yellow, green and pink bars in the pancreas tissue respectively. (PDF 41 kb) Additional file 18: Figure S8. qPCR of pancreas enriched miRNAs. Total RNA from the pancreas tissue of each individual rat was normalized by mass and examined by qPCR for expression of miRs-216a-5p, 375-3p and 148a-3p. Ct values are indicated on the Y-axis and the rat pancreas samples are indicated on the X-axis. Each miRNA appears to be expressed at approximately the same Ct value indicating they are present at roughly the same quantity in the pancreas. (PDF 32 kb)

## Abbreviations

ALP: alkaline phosphatase
AST: aspartate aminotransferase
ALT: alanine aminotransferase
BUN: Blood urea nitrogen
CNS: central nervous system
CO_2_: carbon dioxoide
Creatinine: urinary albumin
KIM-1: kidney injury molecule-1
cTnI: Cardiac troponin I
GGT: gamma-glutamyl transferase
GLDH: glutamate dehydrogenase
HESI: Health and Environmental Sciences Institute
HMGB1: high mobility group protein B1
miR: microRNA
NGAL: neutrophil gelatinase associated lipocalin
qPCR: quantitative polymerase chain reaction
RISC: RNA Induced silencing complex
RNA: ribonucleic acid
SD: Sprague Dawley
TMPD: 2,3,5,6 tetramethyl-p-phenylenediamine

## References

[1] Van Alain J, Gool BH (2010). From biomarker strategies to biomarker activities and back. Drug Discov Today.

[2] Mona Botros KAS (2013). The De Ritis Ratio: The test of time. Clin Biochem Rev.

[3] Josef Ozer MR, Martin S, Wendy B, Shelli S (2008). The current state of serum biomarkers of hepatotoxicity. Toxicology.

[4] Boon A, Boon ARaG (1983). A case oeiented approach to small animal biochemical profiling.

[5] Amacher DE (1997). Serum transaminase elevations as indicators of hepatic injury following the administration of drugs. Regul Toxicol Pharmacol.

[6] L. Boone DM, Cusick P, Ennulat D, Provencher Bolliger A, Everds N, Meador V, Elliott G, Honor D, Bounous D, Jordan H (2005). Selection and interpretation of clinical pathology indicators of hepatic injury in preclinical studies. Vet Clin Pathol.

[7] Engle SK, Pritt ML, Chiang AY, Davis MA, Zimmerman JL, Rudmann DF, Kathleen H-T, Irrizarry AR, Yumi Y, David Mendel A, Eric S, Cornwell PD, Watson DE (2009). Qualification of Cardiac troponin I concentrration in mouse serum using isoproterenol and implementation in pharmacology studies to accelerate drug development. Toxicol Pathol.

[8] Dieterle PY (2009). Tissue-specific, non-invasive toxicity biomarkers: translation from preclinical safety assessment to clinical safety monitoring. Expert Opin Drug Metab Toxicol.

[9] Olivier Le Moine H, Jaques D, Philippe T, Michel C, Hendi-Albert O (1994). Trypsin Activity A New Marker of Acute Alcoholic Pancreatitis. Dig Dis Sci.

[10] Harry Olson GB, Denise R, Karluss T, Alastair M, Gerald K, Patrick L, James S, Glenn S, William B, Michael D, Koen Van D, Peter S, Bruce B, Allen H (2000). Concordance of the Toxicity of Pharmaceuticals in Humans and in Animals. Regul Toxicol Pharmacol.

[11] Chihiro Tamaki TN, Masamichi H, Masato F, Masanori H, Hiroshi K, Minoru N, Kazuhiko S, Yoshiharu T, Yamato O, Daisaku Y, Yasuo Y, Shigeru H, Takako O, Kazuichi N (2013). Potentials and limitations of non clinical safety assessment for predicting clinical adverse drug reactions: correlation analysis of 142 approved drugs in Japan. J Toxicol Sci.

[12] Bartel DP (2004). MicroRNAs: Genomics, Biogenesis, Mechanism, and Function. Cell.

[13] Jessica A, Weber DHB, Shile Z, David Y, Huang K, How H, Ming Jen L, Galas DJ, Kai W (2010). The MicroRNA Spectrum in 12 Body Fluids. Clin Chem.

[14] Mestdagh P, S.L., Pattyn F, Ridzon D, Fredlund E, Fieuw A, Ongenaert M, Vermeulen J, De Paepe A, Wong L, Speleman F, Chen C, Vandesompele J. The microRNA body map: dissecting microRNA function through integrative genomics. Nucleic Acids Res. 2011;39(20):1–8.10.1093/nar/gkr646PMC320361021835775

[15] Sam EV Linsen E, De Bruijn E, Edwin C (2010). Small RNA expression and strain specificity in therat. BMC Genomics.

[16] Mariana Lagos-Quintana RR, Abdullah Y, Jutta M, Winfried L, Thomas T (2002). Identification of Tissue-Specific MicroRNAs from Mouse. Curr Biol.

[17] Keiichi Minami TU, Yuji M, Ko O, Masayuki K, Akira H, Atsushi O, Hiroshi Y, Yasuo O, Tetsuro U (2013). miRNA expression atlas in male rat. Nature/scientific data.

[18] Patrick S, Mitchell RKP, Kroh EM, Fritz BR, Wyman SK, Pogosova-Agadjanyan EL, Amelia P, Jennifer N, O’Briant KC, April A, Lin DW, Nicole U, Drescher CW, Knudsen BS, Stirewalt DL, Robert G, Vessella RL, Nelson PS, Martin DB, Muneesh T (2008). Circulating microRNAs as stable blood-based markers for cancer detection. Proc Natl Acad Sci.

[19] Keiichi Minami TU, Yuji M, Ko O, Masayuki K, Akira H, Atsushi O, Hiroshi Y, Yasuo O, Tetsuro U (2014). miRNA expression atlas in male rat. Scientific Data.

[20] Mariana Lagos-Quintana RR, Winfried L, Thomas T (2001). Identification of Novel Genes Coding for Small Expressed RNAs. Science.

[21] Julien Roux MG (2012). Comparative analysis of human and mouse expression data illuminates tissue-specific evolutionary patterns of miRNAs. Nucleic Acids Res.

[22] Laterza OF, Garrett-Engele PW, Katerina V, Nagaraja M, Tanaka WK, Johnson JM, Sina JF, Fare TL, Sistare FD, Glaab WE (2009). Plasma MicroRNAs as Sensitive and Specific Biomarkers of Tissue Injury. Clin Chem.

[23] Kai Wang SZ, Bruz M, Pamela T, Amy B, Zhiyuan H, Hood LE, Galas DJ (2009). Circulating microRNAs, potential biomarkers for drug-induced liver injury. Proc Natl Acad Sci.

[24] Starkey PJ, Lewis JD, Vivien P, Simpson KJ, Darren GN C, Antoine DJ, French NS, Neeraj D, Webb DJ, Costello EM, Neoptolemos JP, Jonathan M, Goldring CE, Kevin Park B (2011). Circulating MicroRNAs as Potential Markers of Human Drug-Induced Liver Injury. Hepatology.

[25] Daniel J, Antoine JWD, Philip Starkey L, Vivien P, Judy C, Moyra M, Thanacoody RH, Gray AJ, Webb DJ, Moggs JG, Nicholas Bateman D, Goldring CE, Kevin Park B (2013). Mechanistic Biomarkers Provide Early and Sensitive Detection of Acetaminophen-Induced Acute Liver Injury at First Presentation to Hospital. Hepatology.

[26] Ryan D, Morin MDOC, Malachi G, Florian K, Allen D, Anna-Liisa P, Yongjun Z, Helen MD, Thomas Z, Martin H, Eaves CJ, Marra MA (2008). Application of massively parallel sequencing to microRNA profiling and discovery in human embryonic stem cells. Genome Res.

[27] Covaris Tissue Pulverization Protocol

[28] Martin M (2012). Cutadapt removes adapter sequences from high-throughput sequencing reads. Bioinformatics in Action.

[29] Marc R, Friedländer SDM, Na L, Wei C, Nikolaus R (2012). miRDeep2 accurately identifies known and hundreds of novel microRNA genes in seven animal clades. Nucl Acids Res.

[30] Weixiong Zhang SG, Xuefeng Z, Jing X, Padmanabhan C, Xiang Z, Xiaoming Z, Hailing J (2010). Multiple distinct small RNAs originate from the same microRNA precursors. Genome Biol.

[31] Jean-Philippe Brunet PT, Golub TR, Mesirov JP (2004). Metagenes and molecular pattern discovery using matrix factorization. PNAS.

[32] Friedländer MR, Catherine Adamidi WC, Jonas M, Ralf E, Signe K, Nikolaus R (2008). Discovering microRNAs from deep sequencing data using miRDeep. Nat Biotechnol.

[33] Kay Prüfer US, Michael D, Green RE, Michael L, Janet K (2008). PatMaN: rapid alignment of short sequences to large databases. Bioinformatics.

[34] Steven P, Lund DN, McCarthy DJ, Smyth GK (2012). Detecting Differential Expression in RNA-sequence Data Using Quasi-likelihood with Shrunken Dispersion Estimates. Stat Appl Genet Mol Biol.

[35] Goro K, Keiko Imoda HO, Kenji M (1994). Combined high performance liquid chromatography and radioimmunoassay for cerulitide and its metabolites in dog plasma and urine. J Pharm Biomed Anal.

[36] Li Y, Liu F, Z.Z., Vongsangnak W, Jing Q, Shen B. Performance comparison and evaluation of software tools for microRNA deep-sequencing data analysis. Nucleic Acids Res. 2012;1–8. doi:10.1093/nar/gks043.10.1093/nar/gks043PMC337888322287634

[37] Allmer MY (2014). miRNomics MicroRNA Biology and Computational Analysis. Methods Mol Biol.

[38] Valia Bravo-Egana SR, Damaris Molano R, Antonello P, Camillo R, Juan D’n-B, Pastori RL (2008). Quantitative differential expression analysis reveals miR-7 as major islet microRNA. Biochem Biophys Res Commun.

[39] Xiang-Yu K, QD Y, Lei L, Jian-Qiang L, Guo-Kun W, Jia-Qi Z, Xiao-Hua M, Yan-Fang G, Li-Ning X, Yong-Zhi Z, Shang-Xin D, Jun-Jun G, Zhao-Shen L (2010). Plasma miR-216a as a potential marker of pancreatic injury in a rat model of acute pancreatitis. World J Gastroenterol.

[40] Guo-Kun W, QZ J, Jun-Tao Z, Qing L, Yue L, Jia H, Yong-Wen Q, Qing J (2010). Circulating microRNA: a novel potential biomarker for early diagnosis of acute myocardial infarction in humans. Eur Heart J.

[41] Lik Wee L, Alton Etheridge SZ, Li M, Dan M, David G, Kai W (2010). Complexity of the microRNA repertoire revealed by next-generation sequencing. RNA.

[42] Karim Sorefan HP, Hall AE, Ana K, Sam G-J, Vincent M, Dalmay T (2012). Reducing ligation bias of small RNAs in libraries for next generation sequencing. Silence.

[43] Zhaojie Zhang JEL, Kent R, Anderson EM, Rui Y (2013). High-efficiency RNA cloning enables accurate quantification of miRNA expression by deep sequencing. Genome Biol.

[44] Jayaprakash AD, O.J., Brown BD, Sachidanandam R. Identification and remediation of biases in the activity of RNA ligases in small-RNA deep sequencing. Nucleic Acids Res. 2011; 1–12. doi:10.1093/nar/gkr69310.1093/nar/gkr693PMC324166621890899

[45] Melanie Blank ADF, Federico G, Patricia H, Elizabeth H, David J-K, William T, Aliza T, Douglas T, Shen X (2009). Review of Qualification Data for Biomarkers of Nephrotoxicity Submitted by the Predictive Safety Testing Consortium. Center for Drug Evaluation and Research U.S. Food and Drug Administration.

[46] PJ O’Brien WR, York MJ, Jacobsen MC (2011). Review of Qualification Data for Cardiac Troponins.

# Supplementary material for: The Rat microRNA body atlas; Evaluation of the microRNA content of rat organs through deep sequencing and characterization of pancreas enriched miRNAs as biomarkers of pancreatic toxicity in the rat and dog
**Source:** BMC Genomics. 2016 Aug 30;17(1):694. doi: 10.1186/s12864-016-2956-z
**Supplement:** Additional file 1: — Supplementary Methods. Eli Lilly miRDeep 2 novel miRNA identification

Supplementary Methods

Eli Lilly miRDeep 2 novel miRNA identification

We aligned all the unique trimmed fasta reads to the RN5 reference rat genome with miRDeep2’s mapper.pl script with default parameters and then used the miRDeep2.pl script to generate novel miR predictions and .mrd files. The .mrd files were parsed as above to assign miR names to each unique read. We then attempted to identify and merge novel predictions that were identical to known miRs as follows. If the same read sequence identified a miR in the novel analysis and in the known analysis and the known miR appeared in miRDeep’s .mrd file, we assumed that this was a duplicate identification and changed the miR name from that reported by miRDeep (chr# followed by a unique ID) to that of the known miR. Otherwise, we assumed that the novel prediction might be different from the known miR identification and added it to the list of potential identifications for the sequence. So, for example, a sequence which was aligned by miRDeep2 to a predicted miR on chrX and also identified as miR-450a is identified as “chrX_48156-5p;miR-450a-5p” because miRDeep2 does not show miR-450a as aligned to this predicted miR indicating that these are two potentially distinct sources of this sequence. Finally, the counts associated with each unique sequence are summed for each named miR (including complex, multi-named miRs) for each sample and these are reported as the miR level counts.

How the deposited data were processed for this re-analysis (not part of the article)

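Small RNA of 23 tissues of Sprague Dawley rats was sequenced by the authors. For each of 19 tissues there are libraries of 10 rats (5 male and 5 female), for the testis, the ovary and the uterus libraries of 5 rats each, and for the dorsal root ganglion 10 technical libraries of 2 pools, 1 per sex. The deposited tables hold the number of reads, as counts, that the authors assigned to each miRNA name and to each isomiR sequence in each run, after adaptor trimming, removal of short reads and alignment to miRBase, and without normalization. All values used here are such counts or are computed from them. Sequences that align to more than 1 precursor carry a composite name, and names with a predicted miRNA or a precursor ("-pre") are listed beside mature names. A name was matched to the paper's names word for word after removal of a species prefix, without regard to case, and a composite name was its own entry.

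Labels of tissue, sex, rat, flow cell and lane came from the deposited sample records. The 458 runs were summed to 215 libraries. In 14 cases a run names the same flow cell lane as another run of the library, and it was used only in the alternative that sums all deposited runs. CPM is the count of a name divided by the library total, in the usual scaling. Library totals lay between 376401 and 17725805, so that 1 count is a larger share of a testis library than of any other. Upper limits and expected counts cover counting error only, since reads without molecular identifiers are not independent molecules.

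Differential expression was computed with edgeR 4.0.16 in R 4.3.3 (upper quartile scaling, filterByExpr on tissue, quasi-likelihood F test), and with DESeq2 1.42.0 as an alternative. All adjusted p values of fold changes come from edgeR unless DESeq2 is named. A fit of 207 samples gave each tissue against the mean of the other 22 tissues and the highest tissue against the next, and a fit of the 19 tissues with both sexes gave female against male within each tissue, over 1122 names. The threshold was an adjusted p of 0.05. On simulated counts with a dispersion of 0.2 in which 200 miRNAs had a log2 change of 2, 100 up and 100 down, the fit of the sexes recovered 95% of them in the kidney cortex, with 7 calls among the unchanged miRNAs. A first version of this test changed all 200 upward, and there the fit recovered 53%, with 141 calls among the unchanged miRNAs and a median log2 fold change of 1.16 for the changed and -0.75 for the unchanged. The test was then changed to both directions, and both versions are given, since upper quartile scaling does not hold when most changes go the same way. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9. Permutation tests used 100000 resamples, or every permutation where a group had fewer than 10 values.

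The same rats gave the tissues, so a block for the rat was checked. After removal of tissue means, the profiles of different tissues of the same rat had a median correlation of 0.0088 over 2000 pairs, against -0.0053 over 18020 pairs of different rats. The main fit has no block, and a fit with the rat as a block and without the dorsal root ganglion was an alternative. For the sexes the rat is nested in sex, so no block can be fitted.

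The tissue of a library was checked by its median correlation with the libraries of every tissue (log2 of CPM plus 1, names with a mean above 1 CPM). A library was taken as out of place when another tissue exceeded its own label by more than 0.05, and this held for 10 of 215 libraries. They were kept under their labels, because a library's label was never changed or its data left out on account of its values. They enter the fits and the tissue means, and no fit without these 10 alone was used.

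IsomiR ends were placed against the most counted sequence of the same name, with shifts of up to 6 bases at an end. In a test with 1000 made-up isomiRs, both ends were recovered for 99.4%. The test of the pancreas share used each rat as its own control, with all sign flips of the 10 differences.

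The miRNAs named in the text were chosen by a rule set before the data were examined. They are those that the paper names in its text on the sequencing data, in Table 1, Table 2 and Fig. 4, the 2 with the largest fold change over the rest in each tissue whose CPM in every library of the tissue exceeded the mean of each other tissue, and for a sex difference the 3 with the smallest adjusted p of a tissue. The text departs from the rule in places. It gives all 4 calls of the kidney cortex, the 6 names of the liver under the rule for sex on raw counts, and the 3 names next in share of the pancreas reads, and it does not name those of the other tissues with sex calls. The names in the paper's tables were chosen by the paper on these libraries. The tests, the samples of each test and most alternatives were also set then. The lists of marker miRNAs for the pancreas (miR-216a, miR-216b and miR-217, both arms) and for red blood cells (miR-451-5p, miR-144, both arms, and miR-486-5p) were picked by the analyst for the checks, and all are in a table that the study made from these libraries. miR-144-5p was left out of the check on blood.

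Alternatives were TMM and DESeq2 size factors, DESeq2, no filter on low counts, other runs of a library, stricter counts and shares, organs in place of tissues, other thresholds, a separate fit for each tissue in the comparison of the sexes, and leaving out each rat in turn. The qPCR data of the paper are not analysed here. The copy of Table S4 that was read holds fewer names than the paper gives, so no overlap with it was computed.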

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

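The tests of the libraries with another profile, of the reads with another 5′ end, of single libraries high in miR-1a-3p or miR-148a-3p and of the sex differences within single tissues were chosen only after these results were seen.

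In groups of 4 to 10 libraries, the highest or lowest library was compared with the others by Dixon's test. Over 101 groups, 33 values stood apart, some of them in the same library, where chance gives about 5.05. They were found in 3 of 22 groups for library totals, 4 of 22 for RIN, 7 of 22 for the correlation with the other libraries of the label, 16 of 22 for reads with another 5′ end and 3 of 13 for the miRNAs that the paper's text names.

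By correlation with the other libraries of the label, adrenal rat 8 was at 0.690 (the others 0.964 to 0.982), ovary rat 11 at 0.750 (0.954 to 0.973) and uterus rat 8 at 0.8775 (0.956 to 0.968). Adrenal rat 8 also stood apart in RIN, with 7.2 (8.7 to 9.9), and in reads with another 5′ end, with 3.47% (7.97 to 10.15%). Uterus rat 8 had a RIN of 6.1 (8.7 to 8.8). These 3 are among the 10 libraries whose profile was closer to another tissue by more than 0.05. The others are labelled duodenum (rats 7 and 2, closest to the cerebrum, rat 4, closest to the hippocampus, and rat 11, closest to the adrenal) and hippocampus (rat 7, closest to the ovary, rat 2, closest to the uterus, and rat 6, closest to the duodenum). Misassigned index reads would differ between flow cells, but in 10 of the 10 libraries the closest organ was the same on both. Mixture with another organ would leave part of the profile of the label, but in a fit of the profile the label's own tissue took at most 8.18%. A low library total does not account for them as a group, since 4 of the 10 lay below the lowest total of the other libraries of their label. An exchange of labels or samples among these libraries needs as many labels as profiles for each organ, and this held for 5 of 5 organs (adrenal 1 and 1, brain 3 and 3, intestine 4 and 4, ovary 1 and 1, uterus 1 and 1). An exchange may therefore explain all 10. At which step it could have happened was not tested, and a true change of these tissues in single rats was not tested either.

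Reads with another 5′ end made up 53.0% in biceps femoris rat 10 (the others 16.5 to 20.5%), 53.1% in brainstem rat 6 (2.16 to 2.55%), 53.1% in cerebrum rat 9 (2.23 to 2.74%), 47.0% in duodenum rat 8 (2.32 to 8.89%) and 42.0% in glandular stomach rat 4 (1.78 to 2.80%). The values were 50.4% in heart rat 3, 48.25% in ileum rat 3, 47.3% in kidney medulla rat 7, 46.9% in pancreas rat 5, 49.0% in soleus rat 8, 49.6% in testis rat 5, 41.4% in uterus rat 10 and 49.55% in whole kidney rat 7. All of these libraries hold 1 of the 14 runs on lane 8 of the same flow cell. In the runs of the same libraries on other lanes at most 16.7% of the reads had another 5′ end, so a difference between sequencing runs fits. On the lane, a median of 96.7% of the reads with another 5′ end started 1 base before the most counted sequence, as a single added first base would give. A biological cause would have to act in 1 run of a library and not in the others, so none was pursued. Which step added the base was not tested. Small differences in cerebellum rat 3, with 2.21% (1.80 to 2.01%), and jejunum rat 6, with 3.41% (2.41 to 2.89%), are in neither group, and no explanation of them was tested.

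miR-1a-3p was at 990 CPM in soleus rat 8 (the others 316 to 506 CPM) and miR-148a-3p at 71.85 CPM in pancreas rat 5 (13.2 to 21.7 CPM). Both libraries hold a run on the lane with an added base. In soleus rat 8, miR-1a-3p was at 1155 CPM on that lane and 233 CPM in the other run, and in pancreas rat 5, miR-148a-3p was at 84.3 CPM on the lane and 16.8 CPM in the other run. Thus 2 of the 2 libraries were high only on the lane, and a difference between sequencing runs is a candidate explanation. In soleus rat 8 the other run lay below the lowest of the other libraries, not within their range. The same was seen for miR-1a-3p in biceps femoris rat 10 (1411 CPM on the lane, 213 CPM in the other runs, and 160 to 501 CPM in the other libraries) and heart rat 3 (1116, 125, and 116 to 300 CPM), which were looked at later and are not in this count. Other miRNAs and libraries of the lane were not searched. An added base might move reads from a composite name to a single name, which was not tested. miR-208a-3p in heart rat 10 was at 344 CPM (429 to 518 CPM), and no explanation of it was tested.

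Library totals stood apart in adrenal rat 10, with 13856831 counts (the others at most 8383031), glandular stomach rat 3, with 17725805 (at most 7431565), and pancreas rat 3, with 6705848 (at most 4208196). RIN stood apart in cerebrum rat 10, with 7.6 (7.9 to 8.2), and soleus rat 9, with 6.9 (7.8 to 8.5). The correlation with the other libraries was low in biceps femoris rat 10, at 0.963 (0.979 to 0.988), cerebellum rat 11, at 0.9497 (0.965 to 0.981), ileum rat 9, at 0.909 (0.9503 to 0.972), and whole kidney rat 7, at 0.960 (0.971 to 0.983), although each was closest to its own label. Biceps femoris rat 10 and whole kidney rat 7 hold a run on the lane with an added base, and ileum rat 9 had the lowest total of its tissue, 1041508 counts (the others 3182943 to 6647982). Whether these account for the low correlations was not tested, nor was any explanation of the other values here.

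Beside the rule on raw counts that the paper gives for sex, the sexes were compared with edgeR. There 4 miRNAs differed between the sexes in the kidney cortex, 2 in the kidney medulla and 2 in the whole kidney, among 1122 tested in each. miR-341 was at 28.9 ± 19.0 CPM in the kidney cortex of females and 1.99 ± 1.72 CPM in that of males (SD, n = 5 each), a log2 fold change of 4.08 (standard error 0.78, edgeR adjusted p = 5.8e-04). The adjusted p was between 1.9e-09 and 0.00875 with TMM, DESeq2 size factors, no filter, DESeq2 and separate fits, and at most 0.0159 without any 1 rat. All 5 females lay above all 5 males. In the whole kidney of the same rats miR-341 was at 18.3 ± 11.3 and 1.69 ± 1.67 CPM, a log2 fold change of 3.62 (edgeR adjusted p = 0.00524, between 8.6e-08 and 0.0586 under the other settings). miR-136-3p was higher in females as well, with log2 fold changes of 2.98 in the kidney cortex and 2.83 in the whole kidney, and its calls were lost without some of the rats (2 of 10 in the cortex and 6 of 10 in the whole kidney). The others in the kidney cortex were miR-1247-5p (2.61), called in 7 of 10 fits without a rat, and miR-434-5p (2.94), called in 2 of 10 and not past the threshold with TMM or DESeq2 size factors. In the kidney medulla, miR-135a-5p was at 2.06 ± 0.606 CPM in females and 27.9 ± 11.4 CPM in males, a log2 fold change of -3.33 (edgeR adjusted p = 0.0126, between 1.3e-04 and 0.0244 under the other settings), called in 5 of 10 fits without a rat, and miR-135a-3p had a log2 fold change of -3.68, was called in 4 of 10 fits without a rat and was not past the threshold with DESeq2 size factors. All 5 rats of the higher sex lay above all 5 of the other for each of these but miR-434-5p, where the lowest female had 1.204 CPM and the highest male 1.337 CPM.

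Among 50 splits of the rats into 5 and 5, the real split alone (1 of 50) gave as many calls in the kidney cortex, as it did (1 of 50) in the kidney medulla and (1 of 50) in the whole kidney, which argues against chance in each of them taken alone. As 19 tissues were tested, these 3 were looked at because they had calls, and the kidney cortex and the whole kidney come from the same rats, they are not 3 independent results. Chance is not argued against for all tissues together (318 calls, 22 of 50 splits), for the adrenal (48 calls, 23 of 50), the duodenum (57, 38 of 50), the hippocampus (110, 29 of 50), whole blood (62, 3 of 50) or the liver (1, 6 of 50). The calls depend on the scaling. Of the 318, 49.7% were higher in females, while the split was 144 higher and 233 lower in females with TMM (38.2%) and 451 and 299 with DESeq2 (60.1%), and the median log2 fold change of a tissue moved by -0.24 (whole blood) to 0.28 (hippocampus) with TMM. In the whole kidney, no miRNA passed with TMM in edgeR, where 68 had an unadjusted p under 0.05 with upper quartile scaling and DESeq2 called 30. No kidney library is among those with another profile. A difference between the sexes in the kidney stays a hypothesis, since it was found and tested on the same rats. Whether the differences are larger in the kidney than in other tissues was not tested.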

How the results depend on the processing

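Of the alternatives used here, the median over libraries, the jejunum and ileum as the intestine, the fits without 5 tissues, the fit without both the block and the dorsal root ganglion, and for isomiRs the first flow cell alone and the median of each rat were chosen only after the results were seen.

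Over 47 results and 585 alternatives, 482 stayed within the limits set (for a count, within 1.5 times), 99 moved and 4 changed sign. Without the settings that leave out a rat or pool there were 238 alternatives, of which 176 stayed, 59 moved and 3 changed sign. For the 13 miRNAs compared between their highest and next tissue, 198 of 202 alternatives kept the direction and the side of the threshold. In a further 6 the next tissue was another. The cause was not tested for any change listed here unless it is given.

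Signs changed for miR-499-5p in soleus over heart, which was -0.29 and became 0.23 with TMM, 0.39 with DESeq2 size factors and 0.39 with DESeq2, none past the threshold. miR-1a-3p in soleus over biceps femoris was 0.25 and became -0.0051 without rat 8, and it was 0.748 without rat 10.

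The number of tissues with totals above the pancreas past the threshold was 7. It was 3 with all deposited runs summed, 12 with the first flow cell alone, 11 with the second flow cells alone and 20 without predicted miRNAs and precursors. It was 6 to 12 without single rats, with 12 without rat 3. The catalogue of 1768 names became 992 with at least 10 counts, 796 with at least 100 and 2797 with precursors, and these settings by their construction remove or add names.

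The 70 names of the rule on raw counts became 8 when no library of another tissue could exceed 1 count and 116 with organs in place of tissues. Most names stayed with all deposited runs summed (68 of 69 specific to the same tissue as among the 70), the second flow cells alone (57 of 66), without the dorsal root ganglion (69 of 73) and without single rats (54 to 66 names kept). Most changed with the first flow cell alone (12 of 83), counts above 5 (25 of 88), counts above 10 (16 of 86), every library of a tissue asked for (33 of 100) and after thinning (21 of 102). The 164 of the rule on shares became 384 with organs as single tissues and 1560 without the minimum on reads. The 43 pairs of the sex rule became 17 with counts above 5, 17 with counts above 10 and 2 with no count at all in the other sex. Without single rats there were 63 to 98, and by construction fewer rats have to agree.

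The 8831 calls of a tissue over the rest became 13310 with no filter, where 7517 names were tested, 5761 with the first flow cell alone, where 1046 were tested, and 4241 with a log2 fold change of at least 2. Without single rats or pools they were 8304 to 9622. With the rat as a replicate block and without the dorsal root ganglion there were 6939 calls, of which 6667 are among the 8831. The fit without the block and without the dorsal root ganglion gave 7181. Over the 18 tissues without any of the 10 libraries that have another profile, the 6984 calls became 7009 when the other 5 tissues were left out.

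Of miRNAs highest in an organ and called there, the 792 of the brain, testis, liver and kidney became 1653 with no filter, with 805 for the brain, 476 for the testis, 263 for the liver and 109 for the kidney. The testis had 183 with the replicate block and 189 without the block but also without the dorsal root ganglion, both with 1265 names tested. The share of brain miRNAs with the intestine next, 35.9%, was 30.9% over all miRNAs called in a brain tissue, 42.1% without the dorsal root ganglion, 2.67% by the median over libraries and 1.4% with the jejunum and ileum as the intestine. By construction these last settings lower the weight of 3 libraries labelled duodenum with a brain profile. The 113 miRNAs shared by heart and both muscles became 42 with a log2 fold change of at least 2.

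For the sexes, the 318 calls became 859 with no filter, 750 with DESeq2 and 59 with a separate fit for each tissue. With TMM the whole kidney had 0, whole blood 111 and the duodenum 98. With DESeq2 size factors in edgeR the kidney medulla had 1 and the duodenum 89. With no filter there were 19 in the kidney cortex, 63 in the kidney medulla, 27 in the whole kidney, 26 in the liver and 98 in the duodenum. With DESeq2 there were 28 in the kidney cortex, 28 in the kidney medulla, 30 in the whole kidney, 26 in the liver, 116 in whole blood and 104 in the duodenum. With separate fits there were 10 in the kidney cortex, 33 in the kidney medulla, 10 in the whole kidney, 2 in the liver, 1 in the adrenal, and 0 in whole blood, the duodenum and the hippocampus.

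Without single rats the sex calls were 225 to 588 over all tissues (588 without rat 7), 1 to 4 in the kidney cortex, 0 to 2 in the kidney medulla, 0 to 2 in the whole kidney, 26 to 105 in whole blood (105 without rat 7), 1 to 51 in the adrenal (1 without rat 8), 31 to 174 in the duodenum (31 without rat 4, 174 without rat 7) and 47 to 208 in the hippocampus (47 without rat 6, 208 without rat 7). In the adrenal, the hippocampus and the duodenum, the libraries of these rats have the profile of another tissue. In the kidney medulla no call was left without rat 2, 8, 9, 10 or 11, and in the whole kidney none without rat 2, 3 or 5.

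The 34 isomiRs that differ from their parent became 52 with isomiRs of at least 0.1% of the parent and 11 with at least 5%, as the number tested changed, and 27 to 47 without single rats. With the first flow cell alone 24 of 94 differed. With composite names added, the pancreas share of miR-148a-3p was 59.4% in place of 0.00228%, and that of the 3 miRNAs together 63.6% in place of 4.23%, because the composite holds most of these reads. The RIN of the pancreas and the end variation stayed within the limits under each alternative run. For the isomiR of miR-217-5p and the agreement of repeated runs no alternative was run.

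Depth limits the rule on raw counts. The median of the median counts of its names is 5. Testis libraries hold at most 653651 counts, so amounts that reach the rule in other tissues need not be detectable there.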

Differences from the paper's values

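The count of single rat names and the median over libraries are tests chosen only after the result was seen.

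The paper's number of miRNAs enriched by the share of reads (Maastricht University) is 355, and the rule gave 164 here for single tissues. The paper's rule also allows a group of tissues, which was an alternative here. Of the alternatives set before the data were examined, the number was within the limit with CPM in place of TMM (237) and with organs as single tissues (384). It was outside with raw counts (119), the mean per library of a tissue (170), no minimum on normalized reads (1560), at least 100 normalized reads (116) and all deposited runs summed (166). The alignment by Maastricht University is not used here.

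The paper's number of miRNAs enriched by a one-against-rest test (NIEHS) is 660, and 1630 names were higher in at least 1 tissue here. It was outside the limit under each alternative set before the data were examined, with 1600 with TMM, 1608 with DESeq2 size factors, 4172 with no filter, 1324 with DESeq2, 1251 with the rat as a block, 1624 with all deposited runs, 1040 with the first flow cell alone, 1452 with the second flow cells alone, 1618 with an unadjusted p under 0.01 and 1305 with a log2 fold change of at least 2. The names tested here include composite and predicted ones and names from other species. Among single names with a rat source, 583 of 583 tested were higher in at least 1 tissue, a count chosen after seeing the values. It drops 76 of the 650 names in Table S3.

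The paper's methods list the pancreas, hippocampus and uterus as the tissues with RIN values below 7. Here the hippocampus had 3 and the uterus 1, as in the paper, and values below 7 were also listed for 3 kidney cortex, 2 whole kidney, 1 duodenum, 1 jejunum and 1 soleus RNA. The legend of Fig. 1 gives the pancreas the fewest sequences mapped to mature miRNAs. Here its median of 3553520 counts was above that of the testis (484824), the dorsal root ganglion (1863260) and the duodenum (3219960). These totals include predicted miRNAs and precursors, and without them 20 of the 21 tissues tested were higher than the pancreas. Leaving them out also drops the composite of miR-148a-3p with a predicted miRNA, which holds most of the pancreas counts. Its RIN was the lowest, as the legend states.

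Of the 52 names in Table 1, 37 were specific to the listed tissue by the paper's rule and 15 were not. For brain miRNAs the rule can hardly be met in the hippocampus, as some of its libraries have another profile. The table lists none for the testis. With 4 of 5 libraries asked for, an extension of the rule made here, the testis had 22.

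The paper ranks the brain, testis and liver first. By the highest mean with a call they had 399, 281 and 80 miRNAs and the intestine 111, and per tissue the testis, brain and liver came first. Some libraries labelled duodenum have a brain or adrenal profile, so the 111 may include miRNAs of those organs. By the share of reads the liver had 2. The paper ranks the kidney last. By the highest mean with a call it had 32, the ovary 28 and the uterus 9, per tissue the kidney had 10.67 and the uterus 9, by raw counts 1 was found in the kidney as in the uterus, the stomach and the dorsal root ganglion, and by the share of reads 0 in the kidney and in the ovary. The rules for a single tissue can hardly select a miRNA of the kidney, whose 3 tissues overlap.

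The paper states that brain miRNAs are frequently found in the intestine. By tissue means the intestine was next for 35.9% of 487 miRNAs, more than for any other organ, and by the median over libraries, chosen after seeing the data, for 2.67% of 524.

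For miR-200c-3p, which the paper lists for the pancreas, the pancreas had the highest mean, but its log2 fold change over the ileum was 0.79 (edgeR adjusted p = 0.517, not past the threshold under any alternative run), with all 10 pancreas libraries above all 10 ileum libraries in CPM. The test takes its spread from all tissues, and no alternative left out all 10 libraries with another profile. It therefore does not set the pancreas against the ileum by their own spread. Of the other 5 pancreas miRNAs in the paper's text, all were past the threshold. For miR-192-5p, which the paper sets beside the liver, the mean was highest in the ileum, and 4 of its 8 isomiRs were highest in the intestine. For miR-216a-5p, the sequence given in Table 2 came second in the pancreas, with 34993 counts against 38564, while 10 of the 11 sequences of the table were the most counted.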

Other observations

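The tests of the heart and muscle calls, of blood as the whole source of miR-451-5p, of brain miRNAs by the median over libraries and of miR-217-5p in the ovary were chosen only after the results were seen.

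In fits with the tissue labels of the libraries permuted, the number of calls of a tissue over the rest was between 2339 and 3230 (median 2670) and the real labels gave 8831, so the real labels alone (1 of 40) gave as many. Permuted labels move the differences between tissues into the spread within a label, so fewer calls were bound to result. The test therefore excludes only that the labels carry no information, and it decides nothing on single calls. The number shared by heart and both muscles was as large in 1 of 40 groupings, the real one. Permuted labels mostly gave fewer calls in these tissues, so this does not show an overlap beyond that of the number of calls. Since permuted labels also gave a median of 2670 calls, an adjusted p under 0.05 in this fit is weaker evidence for a single miRNA than its value states. Why they gave so many was not tested.

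Of the 70 names tissue specific by raw counts, 30% met the rule in the same tissue after all libraries were thinned to 300000 counts. Each of the other names fell below the rule in its own tissue after thinning. Whether a difference in library size between tissues sets which names pass therefore cannot be told apart from low expression. The median of the median counts of these names is 5, which thinning lowers in their own tissue too.

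miR-122-5p had a median of 1.36 CPM in libraries of tissues other than liver, with the highest, 66.5 CPM, in glandular stomach rat 3. If reads are assigned to a wrong library of a lane, a library's miR-122-5p should move with that of its lane. Between 2 runs of a library, the difference in miR-122-5p rose with that of their lanes, with a Spearman rho of 0.383 over 199 libraries (permutation p = 1e-05, the smallest that the resamples can give, and 0.0001 when pairs of lanes were permuted). Pearson's r was 0.0354 (permutation p = 0.643) and 0.0321 without the 2 farthest libraries, so the relation holds in ranks only. Within the libraries of each second flow cell, rho was 0.369 (n = 99, permutation p = 0.0002) with an r of -0.0331 (permutation p = 0.765), and 0.273 (n = 100, permutation p = 0.00629) with an r of 0.0951 (permutation p = 0.387). A small exchange of index reads within lanes is consistent with this and may give the low miR-122-5p counts outside the liver. True low expression was not tested and stays open beside it.

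Pancreas miRNAs in the duodenum varied together. In the 6 duodenum libraries with a duodenum profile, miR-216a-5p and miR-217-5p had a Pearson r of 0.975 (exact permutation p = 0.00139) and a Spearman rho of 1 (exact permutation p = 0.00278), and r was 0.986 without the 2 farthest, where 4 libraries are left. This was 1 relation. Misassigned index reads are argued against, since miR-217-5p had a median of 436.2 CPM in 22 duodenum runs and 0.232 CPM in other runs of the same lanes (permutation p = 1e-05, the smallest possible). Pancreas tissue in the samples may be the source. At 5.81 to 11.8% of the pancreas level of miR-217-5p, the composite with miR-148a-3p would be expected at 34470 to 69930 CPM, and 42330 to 85250 CPM were measured, against 4883 CPM in the jejunum and 4558 CPM in the ileum. Of 6 pancreas markers (miR-216a, miR-216b and miR-217, both arms), the share of 5 in the summed duodenum counts lay within the range of the pancreas libraries, and miR-216b-5p lay above it with 7.85% (3.61 to 6.83% in the pancreas), with 6.74 to 9.67% in the single libraries. Of the 6 single libraries, miR-216a-5p lay below the range in 3 (30.3, 30.55 and 31.2%, with 32.3% the lowest in the pancreas), miR-216b-5p above it in 4, and miR-216a-3p, miR-216b-3p and miR-217-3p, with few counts, outside it in 2, 1 and 2. miR-217-5p was within it in all 6. The study picked all 6 from these libraries. Expression of these miRNAs in the duodenum cannot be told apart from pancreas tissue, as the design holds no duodenum known to be free of pancreas.

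miR-451-5p and miR-144-3p, which are abundant in whole blood, varied together within solid tissues. The median Spearman rho over 18 tissues with libraries of 10 rats was 0.685 (combined permutation p = 1e-05, the smallest possible), all 18 were above 0 (0.297 to 0.915), and 4 were past the threshold with adjustment over the 18. The median Pearson r was 0.685, and 10 were past the threshold. Blood would bring all its abundant miRNAs in the same proportion, and the levels do not follow this. In the liver miR-451-5p was at 17.1% of its whole blood level, miR-144-3p at 53.9% and the composite with miR-486-5p, the most abundant of whole blood, at 1.18%. In the pancreas these were 2.11, 9.46 and 0.0550%, in the adrenal 2.44, 7.74 and 0.192% and in the heart 13.7, 28.9 and 6.70%. Taken from the composite, blood can give a median over 21 tissues of at most 16.5% of the miR-451-5p measured, and less than all of it in 18. In 13 tissues this held in every library with the lowest composite and the highest miR-451-5p of the whole blood libraries. This argues against blood as the whole source of miR-451-5p. In the biceps femoris, the soleus and the cerebellum the composite was the higher, so there it gives no bound. Blood may still give a part and the shared variation, and expression of both by cells of the tissues stays open and was not tested.

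Testis libraries had the lowest totals. Low RNA quality would need a low RIN, but the mean RIN of the testis was 7.62, and 4 of the 21 tissues with higher totals had a lower mean RIN, among them the pancreas with 6.12. The other side is that 16 of the 21 had a higher mean RIN, so a low RIN is argued against only as a sufficient cause. Other causes, such as the amount of small RNA in the tissue, were not tested.

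For brain miRNAs, the intestine was the next organ for 35.9% by tissue means and for 2.67% by the median over libraries. The libraries labelled duodenum with a brain profile may thus account for most of the share. In the ovary, 99.4% of the miR-217-5p counts were in the library of rat 11, whose profile lay closest to the duodenum, so that this 1 library may be the source of miR-217-5p in the ovary. These readings rest on tests made on the libraries in which the pattern was seen.

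By the rule for sex specific miRNAs (a count above 1 in 4 of 5 rats of a sex and in none of the other), 43 pairs of miRNA and tissue were found over 19 tissues. The liver had 6, all in females (miR-216a-5p, miR-452-5p, miR-3074, miR-383-5p, mir-1954-pre with mir-5098-pre and miR-204-5p with miR-211-5p), and the real split alone (1 of 126) gave as many, in 1 of 19 tissues looked at. Their median counts in females were 2. In none of the other 18 tissues was the number larger than in every other split. With edgeR, miR-190b-5p was higher in the liver of females, with 67.0 ± 22.7 CPM against 15.4 ± 5.50 CPM in males (SD, n = 5 each) and a log2 fold change of 1.88 (edgeR adjusted p = 2.1e-04, between 4.1e-09 and 0.413 under the other settings). All 5 females lay above all 5 males, and it was the only call in the liver with upper quartile scaling and the filter. With no filter there were 26 calls and with separate fits 2.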
